# Extracellular histones aggravate autoimmune arthritis by lytic cell death

**DOI:** 10.3389/fimmu.2022.961197

**Published:** 2022-08-11

**Authors:** Jaeyong Jung, Lucy Eunju Lee, Hanna Kim, Ji Eun Kim, Sung Hoon Jang, Jong Seong Roh, Beomgu Lee, William H. Robinson, Dong Hyun Sohn, Jae-Chul Pyun, Jason Jungsik Song

**Keywords:** histone, cytotoxicity, DAMP, chemokine, synoviocyte, macrophage, inflammation, arthritis

## Abstract

Although recent studies have demonstrated a proinflammatory effect of extracellular histones in sepsis *via* endothelial cytotoxicity, little is known about their contribution to autoimmune arthritis. Therefore, we investigated the role of extracellular histones in autoimmune arthritis and their cytotoxic effect on synoviocytes and macrophages. We measured histones in the synovial fluid of patients with rheumatoid arthritis (RA) and evaluated arthritis severity in a serum-transfer arthritis (STA) mouse model with intraperitoneal histone injection. Histone-induced cytotoxicity was measured using SYTOX green staining in the synoviocyte cell line MH7A and macrophages differentiated from the monocytic cell line THP-1, and the production of damage-associated molecular patterns (DAMPs) was measured by HMGB1 and ATP. Furthermore, we performed RNA-seq analysis of THP-1 cells stimulated with H2B-α1 peptide or with its citrullinated form. The levels of histones were elevated in RA synovial fluid, and histones aggravated arthritis in the STA model. Histones induced cytotoxicity and DAMP production in synoviocytes and macrophages. Chondroitin sulfate reduced histone-induced cytotoxicity, while lipopolysaccharides aggravated cytotoxicity. Moreover, the cytotoxicity decreased when the arginines in H2B-α1 were replaced with citrullines, which demonstrated its electrostatic nature. In transcriptome analysis, H2B-α1 changed the gene expression pattern of THP-1 cells involving chemokines, interleukin-1, -4, -10, -13, and toll-like receptor (TLR) signaling pathways. Extracellular histones were increased in RA synovial fluid and aggravated synovitis in STA. They induced lytic cell death through electrostatic interaction with synoviocytes and macrophages, leading to the secretion of DAMPs. These findings suggest that histones play a central role in autoimmune arthritis.

## Introduction

Histones are DNA-binding proteins that constitute nucleosomes, the basic subunits of chromatin. The four classes of core histones (H2A, H2B, H3, and H4) have similar structures, with a preserved histone fold domain and an unstructured amino acid tail (1). Positively charged histones and negatively charged phosphate groups of DNA combine to form a stable structure (2). In addition to their function in the nucleus, studies have highlighted that DNA–histone complexes are released into the extracellular space during cell death processes like necrosis and NETosis (3, 4).

NETosis is one of the lytic forms of cell death that releases neutrophil extracellular traps (NETs) that can capture and kill pathogens (5). The immune response against DNA, histones, and other proteins associated with NETs can be induced to form autoantibodies (6–8), and these intracellular components can induce inflammatory responses (9, 10). Histones, which comprise 70% of the protein components of NETs (9), cause cell injury and death in endothelial cells (11) and organ failure when released into the extracellular space (12). Proinflammatory properties of extracellular histone have been demonstrated in sepsis (4), chronic obstructive pulmonary disease (COPD) (13), systemic lupus erythematosus (14), disseminated intravascular coagulation (DIC) (15), and malignancies (16, 17), but the molecular mechanisms have not been well understood.

Rheumatoid arthritis (RA) is characterized by chronic synovial inflammation with the detection of autoantibodies that recognize citrullinated proteins (18). Recent studies have shown the role of citrullinated histones as autoantigens in RA (19). Activation of PAD4 gives rise to citrullinated histones, making NETosis a key driver of autoantigen production in RA (20, 21). However, the role of extracellular histones in RA remains largely unexplored. In this study, we investigated the influence of histones released from synovial cells during cell death processes on synovial inflammation.

## Materials and methods

### Determination of extracellular histones in synovial fluid samples

Human synovial fluid samples were obtained under a protocol for discarded specimens approved by the Stanford University School of Medicine Institutional Review Boards that does not require consent. The samples were stored frozen at -80 °C until the time of analysis. Patients with RA that met the American College of Rheumatology criteria for the disease were included in the study (22). The sample donors were patients with knee osteoarthritis (OA) and over 45 years of age with radiographic Kellgren/Lawrence grade ≥ 3 changes (23). The levels of H2A, H2B, H3, and H4 were determined using the enzyme-linked immunosorbent assay (ELISA) kit for each histone (antibodies-online, Aachen, Germany) according to the manufacturer’s protocol.

### K/BxN serum-transfer arthritis (STA) mouse model

Eight-week-old male C57BL/6 mice (Koatech, Pyeongtaek, Korea) were housed under controlled conditions at 23 ± 2°C and 50 ± 10% humidity on a 12 h light/dark cycle and had free access to a standard chow diet and water. STA was induced *via* intraperitoneal injection of 150 μL of K/BxN serum into C57BL/6 mice on day 0 and day 2. The mice were intraperitoneally injected with 200 μg of calf histone (Roche, Basel, Switzerland) or phosphate-buffered saline on day 1 and day 3. We used native histones purified by calf thymus. It is a mixture of histones H1, H2A, H2B, H3, and H4, and we used it as it is without any additional procedures. The histone treatment dose for intraperitoneal injection was determined based on the previously published method in a sepsis model, which demonstrated that the intravenously injected calf thymus histones were lethal at a concentration of 75-100 mg/kg and sublethal at 50 mg/kg in C57BL/6 mice (12). To investigate the effect of histones in arthritis, we injected 200 μg of calf thymus histones (equivalent to 10 mg/kg) intraperitoneally into each mouse based on our preliminary dose titration study (data not shown). The clinical arthritis score was determined as previously described (19): 0, no swelling or erythema; 1, mild swelling and erythema or digit inflammation; 2, moderate swelling and erythema confined to the region distal to the mid-paw; 3, pronounced swelling and erythema with extension to the ankle; and 4, severe swelling, erythema, and joint rigidity of the ankle, foot, and digits. The severity of arthritis in each limb was graded on a scale of 0–4 (a maximum possible score of 16 for each mouse) by a nonblinded examiner. Hind paw thickness was measured with a dial thickness gauge. The mouse joint tissues were fixed with 10% formalin, decalcified in 5% formic acid, and embedded in paraffin. Sections of the paraffin-embedded tissue were stained with hematoxylin and eosin (H&E), and scored by a blinded examiner for synovitis, pannus formation, and erosion of bone and/or cartilage based on a previously described scoring system (24). For each experimental condition, the joints of ten mice were evaluated and scored. The sample size was determined based on our pilot experiments. Mice were assigned to each group at random, and the order of treatments was randomized. All mice were included in the analysis. All animal experiments and protocols were approved by the Institutional Animal Care and Use Committee at Pusan National University (Miryang, Korea) and performed in accordance with the institutional and national guidelines for the care and use of laboratory animals.

### Cell culture and reagents

Human synovial fibroblast cell line MH7A was cultured in RPMI-1640 (Hyclone, Logan, UT, USA) containing 25 mM HEPES and L-glutamine (Hyclone), supplemented with heat-inactivated 10% fetal bovine serum (FBS; Hyclone), 100 units/mL penicillin (Hyclone), and 100 μg/mL streptomycin (Hyclone). THP1-HMGB1-Lucia cells (THP-1 cells, InvivoGen, San Diego, CA, USA) were cultured in RPMI-1640, supplemented with 25 mM HEPES, L-glutamate, heat-activated 10% FBS, 100 units/mL penicillin, 100 μg/mL streptomycin, and 100 μg/mL Normocin (InvivoGen). For all assays, THP-1 cells were seeded at a density of 1 × 10^5^ cells/well in 96-well plates and differentiated into adherent macrophages with 25 ng/mL phorbol 12-myristate 13-acetate (PMA, Sigma-Aldrich, MO, USA) overnight. Cells were treated with calf thymus histones (Abnova, Taipei, Taiwan) or recombinant histones, H2A, H2B, H3, and H4 (New England BioLabs, Cambridge, MA, USA) or histone peptides (Peptron, Daejeon, Korea, **Table 1**).

**Table 1:** Sequences of histone peptides.

Histone peptides	Sequence
H2A-α1	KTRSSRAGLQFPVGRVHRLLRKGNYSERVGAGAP
H2B-α1	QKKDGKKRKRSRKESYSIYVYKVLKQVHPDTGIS
cit-H2B-α1	QKKDGKK-Cit-K-Cit-S-Cit-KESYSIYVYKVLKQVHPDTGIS
H3-α1	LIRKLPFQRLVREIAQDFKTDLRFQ
H4-α1	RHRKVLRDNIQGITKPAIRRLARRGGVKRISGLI

### Lactate dehydrogenase (LDH) release assay

The level of LDH released into the medium from cells was measured using an LDH assay kit (DoGenBio, Seoul, Korea). This kit measures the amount of a water-soluble tetrazolium salt (WST) to determine the cytotoxicity of cells. Cells were seeded onto 96-well plates at a density of 1 × 10^5^ cells/well in serum-free media. After incubation with different concentrations of histones, 10 μL supernatant of each sample and 100 μL LDH Reaction Mix (WST substrate mix, LDH assay buffer) were incubated at 25°C in the dark for 30 min, and the optical density of soluble WST was then measured at 450 nm using FlexStation3 microplate reader (Molecular Devices, San Jose, CA, USA).

### Fluorescence imaging using SYTOX Green dead cell stain

MH7A cells and THP-1 cells were placed at a density of 1 × 10^5^ cells/well and 5 × 10^5^ cells/well, respectively. The cells were treated with 5 μM Hoechst 33342 stain (ThermoFisher Scientific, Waltham, MA, USA) for 1 h, then treated with various concentrations of histones and/or lipopolysaccharide (LPS, Sigma-Aldrich) and stained with a plasma membrane-impermeable DNA-binding dye, SYTOX Green (Invitrogen), according to the manufacturer’s protocol, in a serum-free condition. Before histone addition, the cells were treated with or without 10 mM sodium perchlorate (Sigma-Aldrich) for 24 h. The live images of the cells were obtained under a fluorescence microscope (Eclipse Ti2, Nikon Instruments, Tokyo, Japan) or by an automatic cell imaging system (Operetta CLS™, PerkinElmer, Waltham, MA, USA). For images obtained from the Operetta cell imaging system, image analysis and cell counting were performed according to the manufacturer’s assay protocol using Harmony^®^ software (Version 4.9, PerkinElmer).

### Quantification of HMGB1 *via* luciferase assay

The level of HMGB1::Lucia luciferase released from THP-1 cells was measured with a luminometer (FlexStation3) using luciferin. A sample from each well was mixed with QUANTI-Luc (InvivoGen) according to the manufacturer’s instructions, and the luciferase reading was measured.

### Adenosine triphosphate (ATP)-monitoring luminescence assay

ATPlite (PerkinElmer) is a luciferase-based assay used for the quantitative evaluation of cell proliferation and cytotoxicity. For this assay, cells were seeded onto a 96-well plate at a density of 5 × 10^5^ cells/well. The cells were treated with different concentrations of histones for 1 h. Then, the ATPlite buffer and the lyophilized substrate solution were mixed. Finally, cells in each well were incubated with 50 μL of this mixture for 10 min, followed by a luminescence measurement.

### Fluorescence imaging to measure poly-L-lysine

?A3B2 tlsb .2pt?>To measure the cellular binding of FITC labeled poly-L-lysine (Sigma-Aldrich), THP-1 cells were seeded at a density of 2 × 10^5^ cells/well and treated with 100 ng/mL LPS for 24 h. Then, 10 μg/mL poly-L-lysine-FITC was added to the cells and incubated for 30 min at 4°C. Cells were observed under a fluorescence microscope (Eclipse Ti2) to obtain fluorescence images. Quantification of fluorescence intensity of images was performed using ImageJ (https://imagej.nih.gov).

### Flow cytometry to measure cell viability using 7-aminoactinomycin D (7-AAD)

To detect cell membrane damage in flow cytometry, a DNA-staining fluorescent marker 7-AAD (Invitrogen) was used. MH7A and THP-1 cells were seeded at a density of 5 × 10^5^ cells/well and treated with various concentrations of histones for 1 h. Subsequently, 1 μg/mL 7-AAD was added to the cells and incubated for 30 min. Cells were analyzed on BD LSRII SORP (BD Biosciences, San Jose, CA, USA) to detect 7-AAD.

### ELISA for Interleukin-1β (IL-1β), tumor necrosis factor-alpha (TNF-α), and C-C motif chemokine ligand 4 (CCL4)

IL-1β (eBioscience, San Diego, CA, USA), TNF-α (Invitrogen, San Diego, CA, USA), and CCL4 (R&D Systems, Minneapolis, MN, USA) levels were measured using ELISA kits as per the manufacturer’s instructions.

### RNA-seq and analysis of differentially expressed genes (DEGs)

Total RNA was isolated from THP-1 cells treated with H2B-α1 peptide or cit-H2B-α1 peptide, using TRIzol reagent (Invitrogen). Samples of 3 μg of total RNA were prepared from each condition with three experimental replicates, and gene expression profiling was performed using the QuantSeq 3′ mRNA-Seq service (Ebiogen, Seoul, Korea). After quality checks using Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA), an oligo-dT primer set containing Illumina-compatible sequences at its 5′ end was hybridized to the prepared RNA, and reverse transcription was performed. High-throughput sequencing was performed as single-end sequencing using Illumina NextSeq 500 (San Diego, CA, USA). The resulting reads were aligned using Bowtie2 (http://bowtie-bio.sourceforge.net/bowtie2) with the human reference genome hg19 (25). The DEGs were determined based on the counts from alignments using coverage in Bedtools (https://bedtools.readthedocs.io). The read count data were processed based on the quantile normalization method using EdgeR (https://bioconductor.org). 

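The authors deposited raw read counts, normalized log2 values, fold changes and p-values in one table of 25737 rows, of which 18989 held a count in at least 1 library. The normalized values were compared with those that edgeR's quantile-adjusted pseudo-counts give for the same counts, over 11874 genes. With TMM scaling factors, the median absolute difference was 0.000598 on the log2 scale. It was 0.00529 with upper-quartile factors, 0.00398 with RLE factors and 0.0292 with no factors. The p-values in the authors' deposited table were recovered with a median absolute difference of 0.000368 for H2B-α1 peptide against control by an equal-variance test between the groups on the linear normalized values. The table gives these p-values without adjustment. In the authors' deposited table, 2612 rows had a p-value under 0.05 for H2B-α1 peptide against control, 1326 for cit-H2B-α1 peptide against control and 2165 for H2B-α1 against cit-H2B-α1 peptide.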

Gene enrichment analysis was performed by MATLAB (MathWorks, Natick, MA, USA) using the Reactome pathway database (https://reactome.org) and Gene Ontology Consortium database (http://geneontology.org).

### Statistical analysis

Statistical analysis was performed using Prism 9 software (GraphPad, San Diego, CA, USA). Data are presented as mean ± standard error of the mean or median ± interquartile range. In addition, we performed an unpaired t-test or Mann–Whitney test to analyze the statistical differences between the two groups. One-way or two-way ANOVA with Tukey–Kramer multiple comparison tests were used for comparisons between multiple groups. Statistical significance level was set at *P* < 0.05.

## Results

### Histones are increased in RA synovial fluid and aggravate arthritis in STA mice

The levels of histones H2A, H2B, H3, and H4 were higher in RA compared to those in OA synovial fluid samples, though the difference in H2B was not statistically significant **(** **Figure 1A** **)**. We tested whether extracellular histones could aggravate inflammatory arthritis. When mice were induced for STA, co-injection of histone aggravated arthritis **(** **Figure 1B** **)**. Histopathological analyses also showed that histones increased synovitis, pannus formation, and erosion of bone and cartilage **(** **Figures 1C, D** **)**. These results showed that histones have a deleterious effect on arthritis.

**Figure 1:**
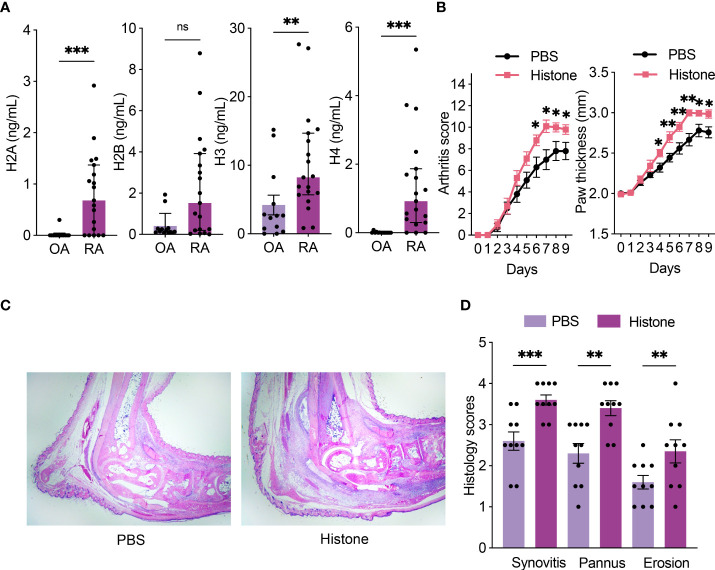
Histones are increased in RA synovial fluid and aggravate arthritis in STA mice. **(A)** Levels of histones (H2A, H2B, H3, and H4) in synovial fluid from osteoarthritis (OA; n = 13) and rheumatoid arthritis (RA; n = 19) patients. **(B)** Serum-transfer arthritis (STA) severity and paw thickness in mice (n = 10 per group) with intraperitoneal histone or phosphate-buffered saline (PBS) injection. K/BxN serum was given on days 0 and 2, and 200 μg of histone or PBS was given on days 1 and 3. **(C)** Representative images of hematoxylin and eosin (H&E) stained sections of ankle joints (×20 magnification). **(D)** Histologic scores of synovitis, pannus formation, and erosions of ankle joints. Data are shown as the median ± interquartile range **(A)** or the mean ± standard error of the mean (B and D). The *P*-values were calculated by Mann–Whitney tests **(A)** or unpaired t-tests **(B, D)**. *P < 0.05, **P < 0.01, and ***P < 0.001. ns, not significant..

### Histones induce cytotoxicity in synoviocytes and macrophages

We investigated if the extracellular histones could induce cell injury and death in synoviocytes and macrophages. We observed that histones increased cytotoxicity in MH7A (synoviocytes) and PMA-differentiated THP-1 (macrophages) cells, as visualized by SYTOX Green dead cell staining (**Figures 2A, B** **;** **Supplementary Movies 1A** **and** **B**). Notably, histone-induced lytic cell death was more rapid and prominent in THP-1 cells than in MH7A cells **(** **Supplementary Figures S1, S2** **)**.

**Figure 2:**
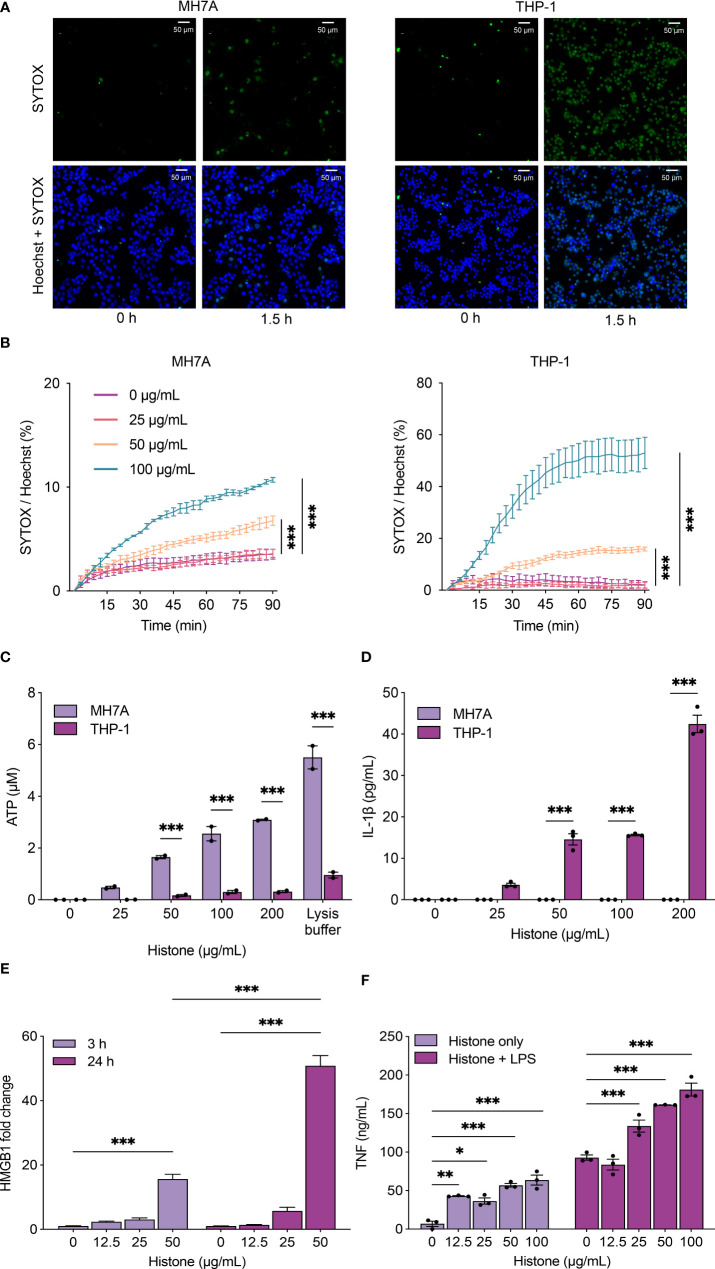
Histones induce cytotoxicity and the release of damage-associated molecular patterns (DAMPs). **(A)** Histone-induced cytotoxicity in MH7A and THP-1 cells detected by SYTOX Green. Representative fluorescence microscopy images of MH7A (left) and THP-1 cells (right) with 100 μg/mL of histones. See also **Supplement Movies 1A**, **B** **(B)** Time-course plot of dead cells detected by SYTOX green with the Operetta cell imaging system, MH7A (left) and THP-1 cells (right). **(C)** Levels of extracellular ATP from MH7A and THP-1 cells treated with histones for 1 h. **(D)** Levels of extracellular IL-1β from MH7A and THP-1 cells treated with histones for 1 h. **(E)** Levels of HMGB1 from THP-1 cells treated with histones for 3 h or 24 h. **(F)** Levels of TNF-α from THP-1 cells treated with histones and/or lipopolysaccharides (LPS; 10 ng/mL) for 24 h. Data are expressed as the mean ± standard error of the mean. ANOVA with Tukey–Kramer multiple comparison tests were conducted. *P < 0.05, **P < 0.01, and ***P < 0.001. The experiments were performed with technical replicates of three wells per condition.

### Histones induce the release of DAMPs and cytokines

Synovial macrophages are one of the most abundant inflammatory cell types in the synovium of RA patients, and activated macrophages produce various cytokines and chemokines to recruit immune cells (26, 27). To investigate the mechanism of histone-induced cytotoxicity and its consequence in inflamed joints, we determined the level of ATP, one of the molecules released in cell damage. Extracellular ATP, which can act as a DAMP, was increased by histones in both MH7A cells and THP-1 cells (**Figure 2C**). In contrast, IL-1β was induced by histones only in THP-1 cells, not in MH7A cells (**Figure 2D**). The level of HMGB1, a well-studied DAMP, was also increased by histones in THP-1 cells (**Figure 2E**). We also measured the level of TNF-α when THP-1 cells were treated by histones with or without LPS. The increased level of TNF-α under histone-treatment demonstrated that histones cause a pro-inflammatory effect that is additive with LPS (**Figure 2F**).

### Chondroitin sulfate inhibits histone-induced cytotoxicity

Histones exhibit cytotoxicity by binding to cells through their strong positive charge (28). Since anionic polysaccharides and peptides neutralize the cytotoxicity of histones (29), we tested if chondroitin sulfate, one of the charged molecules in synovial fluid, could attenuate histone-induced cytotoxicity. Histone-induced cytotoxicity and HMGB1 production were strongly inhibited by chondroitin sulfate (**Figures 3A, B**).

**Figure 3:**
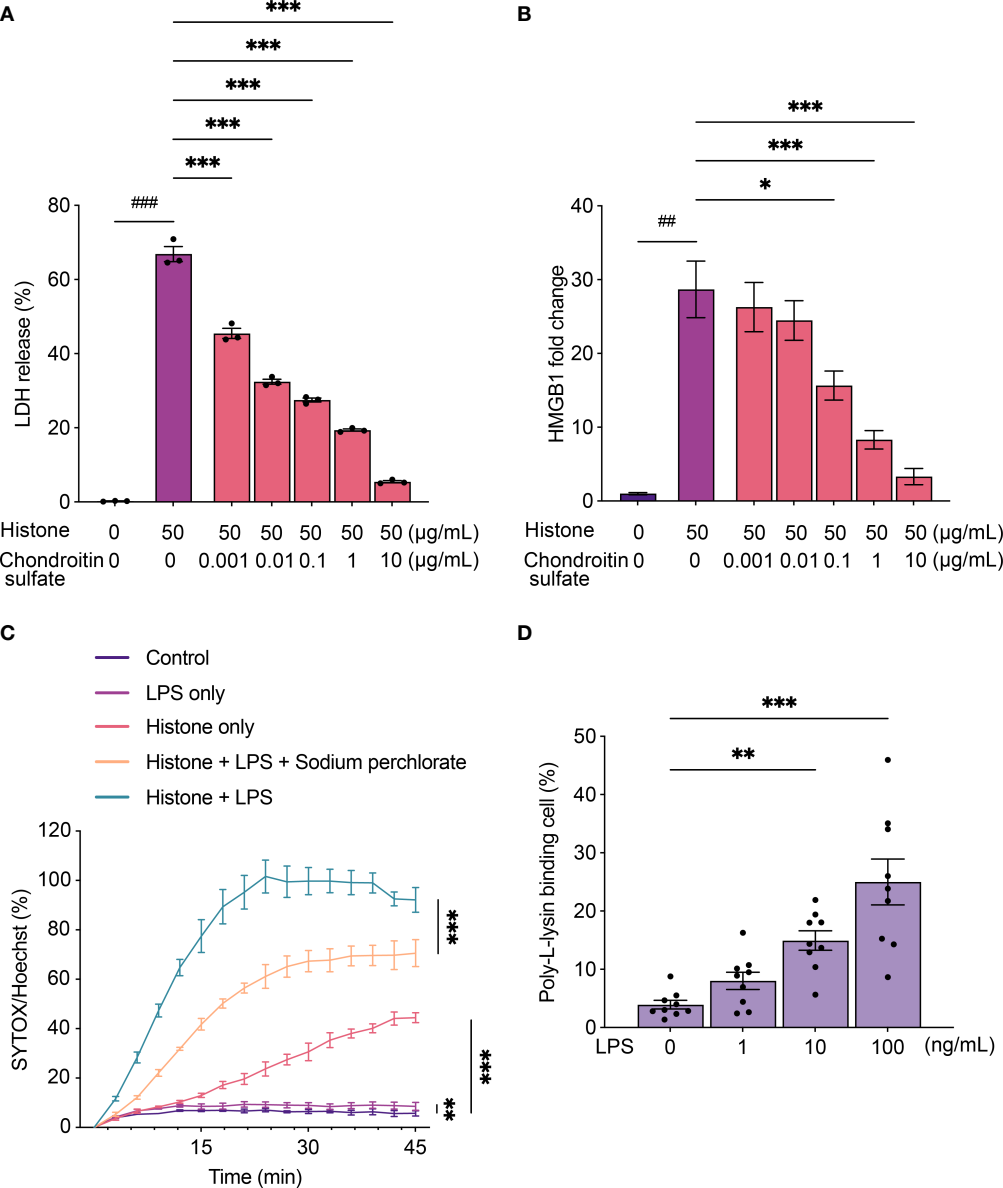
Chondroitin sulfate and lipopolysaccharides (LPS) regulate histone-induced cytotoxicity. **(A)** Lactate dehydrogenase (LDH) release assay using THP-1 cells to monitor histone-induced cytotoxicity for 24 h with chondroitin sulfate. **(B)** Levels of HMGB1 from THP-1 cells to monitor histone-induced cytotoxicity for 24 h with chondroitin sulfate. **(C)** Time-course plot of dead cells stained with SYTOX green evaluated by the Operetta cell imaging system after treatment with histone (100 μg/mL) and LPS (200 ng/mL) with sodium perchlorate (10 mM). **(D)** Poly-L-lysine binding to LPS-stimulated THP-1 cells. Data are expressed as the mean ± standard error of the mean. An unpaired t-test or a one-way ANOVA **(A, B)** or a two-way ANOVA **(C, D)** with Tukey–Kramer multiple comparison tests were conducted. *P < 0.05, **P < 0.01, and ***P < 0.001. ^##^ *P* < 0.01, and ^###^ *P* < 0.001. Different statistical tests were presented with different symbols.. The experiments were performed with technical replicates of three wells per condition.

### LPS increases the ability of histones to induce cytotoxicity

We also analyzed the effect of histones on cells treated with LPS. SYTOX Green staining of THP-1 cells revealed that histone-induced cytotoxicity increased when cells were treated with LPS and histones than with histones alone (**Figure 3C**). To verify the electrostatic interaction during the inflammatory process of THP-1 cells, we evaluated the binding of positively charged poly-L-lysine to cells when they were stimulated by LPS. When treated with LPS, increased poly-L-lysine binding was observed (**Figure 3D**), and treatment with sodium perchlorate, a sulfation inhibitor, reduced the cytotoxicity (**Figure 3C**).

### H2B-α1 peptide induces cytotoxicity

We investigated the classes of histones to reveal those that induce cytotoxicity. When THP-1 cells were treated with each histone, all histones induced cytotoxicity (**Figure 4A**), and all significantly increased HMGB1 production except for H4 (**Figure 4B**). As the recombinant histones were purified from *E. coli*, the levels of LPS in histones were measured and a significant amount of LPS was detected in H2B and H3 (**Supplementary Figure S3**). Since the LPS content of each histone was not proportional to the levels of LDH or HMGB1, LPS is not the major source of the cytotoxicity of the histones. However, the additive effect of the contaminated LPS in varying amounts should be considered. Referring to the previously studied histone structure (30, 31), we tested the cytotoxicity of α1 domain of each protein, H2A, H2B, H3, and H4 (**Table 1**). It has been suggested that histones bind to phospholipid-phosphodiester bonds using their DNA-binding α1 helices (32). When cells were treated with the α1 domain peptide of each histone, H2B-α1 peptide strongly induced cytotoxicity and HMGB1 production in THP-1 cells (**Figures 4C, D**). Since the binding of histones can be altered by modification of their positive charge, we replaced the positively charged arginines in H2B-α1 with citrullines (**Table 1**). Citrullination of H2B-α1 inhibited H2B-α1-induced cytotoxicity and HMGB1 production (**Figures 4E, F**).

**Figure 4:**
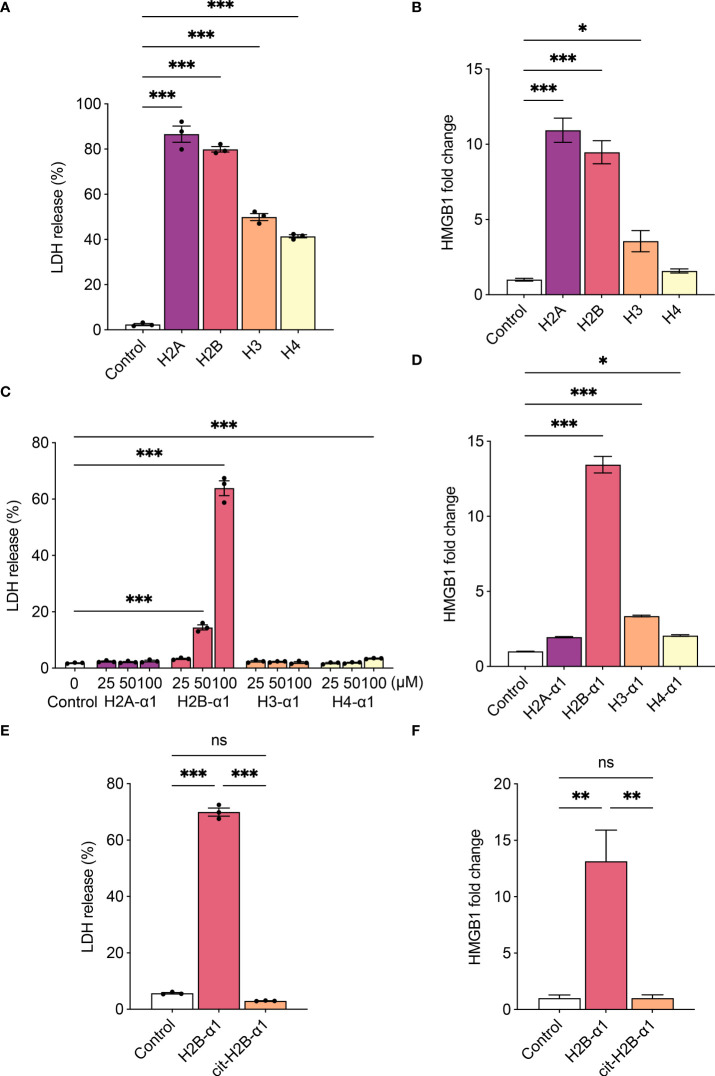
H2B-α1 peptide induces cytotoxicity in macrophage. **(A)**, **(B)** Histone-induced cytotoxicity (3 h) with each class of recombinant histone proteins (4 μM). **(C)**, **(D)** Histone-induced cytotoxicity (24 h) with each class of histone α1 peptides. **(E)**, **(F)** Histone-induced cytotoxicity (24 h) with native or citrullinated (cit) H2B-α1 peptide (50 μM). Cytotoxicity levels were measured by lactate dehydrogenase (LDH) release assay **(A, C, E)**, and HMGB1 release was measured by luciferase assay **(B, D, F)**. Data are expressed as the mean ± standard error of the mean. ANOVA with Tukey–Kramer multiple comparison tests were conducted. *P < 0.05, **P < 0.01, and ***P < 0.001. ns, not significant.. The experiments were performed with technical replicates of three wells per condition. See table 1 for sequences of peptides.

### H2B-α1 peptide induces chemokine activation and citrullination alleviates the process

To examine the cellular effects of histones, we analyzed the RNA-seq data of THP-1 cells treated with native or citrullinated H2B-α1 peptide. 

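THP-1 is a human monocytic leukemia cell line. The paper's methods name the cells as THP1-HMGB1-Lucia, which carry a luciferase reporter of HMGB1, and describe PMA differentiation for all assays. RNA-seq libraries from THP-1 cells comprised 3 groups of 3 libraries, from non-treated control cells, cells treated with H2B-α1 peptide and cells treated with cit-H2B-α1 peptide, in which arginines are replaced by citrulline. Treatment lasted 3 h. The paper's text does not state the peptide dose of this experiment. The methods describe experimental replicates, whereas the legend of Fig. 5 describes technical replicates of wells, so that the spread between libraries may not cover variation between independent cultures. QuantSeq libraries are read from the 3′ end of polyadenylated transcripts, so that reads are not spread over the length of a transcript. The paper's text describes no molecular identifiers, and repeated reads of 1 molecule were not tested. The authors aligned single-end reads with Bowtie2 to the human genome hg19 and counted them per gene with Bedtools. The handling of reads that match several genes is not stated in the paper's text.
The total counts on genes were 9062501, 9101788 and 10426094 in control replicates 1 to 3. They were 9454840, 8879191 and 10414637 in the H2B-α1 libraries, and 8403678, 12711488 and 6760428 in the cit-H2B-α1 libraries. Replicates were not the same library counted again, since each pair within a group differed by more than the sampling noise (chi-square per degree of freedom from 3.94 to 9.27). Pearson's r of log2 counts scaled to a common library size (CPM) across genes was between 0.966 and 0.982 within groups. From the raw counts, 13380 genes with sufficient counts were tested in a single model of all 9 libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after upper-quartile normalization. A gene was called a DEG at an adjusted p-value under 0.05, without a minimum fold change. In simulated counts with 200 changed genes among 13037, the same test recovered 182 genes (91.0%), and 5.21% of its calls were false. Of the alternatives used below, the DESeq2 Wald test gave 8.46% false calls there and the edgeR exact test 9.80%. All simulated changes were at least 2-fold and lay in genes with higher counts. Among the 1330 DEGs of H2B-α1 against control, 216 changed that much. Recovery of smaller changes and of genes with few counts was not tested. CPM values are upper-quartile normalized, and floors from counts cover counting error only.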

The clustergram representing the normalized expression of DEGs is shown (**Figure 5A**). 

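Hierarchical clustering of the 9 libraries over the DEGs separated the 3 H2B-α1 libraries from the other 6 when the tree was divided into 2 clusters. The 3 control and the 3 cit-H2B-α1 libraries shared the other cluster. Divided into 3 clusters, this tree returned the 3 treatment groups, which the choice of the DEGs by the differences between these groups favours. Over all genes past the count filter, a setting chosen after seeing the data, the division into 2 clusters again set the 3 H2B-α1 libraries apart. The division into 3 clusters returned the H2B-α1 group alone, with control replicate 2 by itself and the other 2 control libraries in 1 cluster with the 3 cit-H2B-α1 libraries.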

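Over the DEGs, the mean profile of the H2B-α1 libraries lay at a Euclidean distance of 37.0 from the control mean (log2 CPM). The mean of the cit-H2B-α1 libraries lay at 14.1 from control and at 32.8 from the H2B-α1 mean. The distance of cit-H2B-α1 from control was 0.382 of that of H2B-α1. Since noise alone gives a distance above 0, 40 experiments were simulated in which the cit-H2B-α1 group had the control means. There the ratio lay between 0.321 and 0.349, below the observed value. With a library left out, the ratio ran from 0.325 without H2B-α1 replicate 3 to 0.526 without control replicate 3. In 10 simulated experiments for each of these 9 fits, the observed ratio lay above the simulated ones in 8. Without control replicate 2 it was 0.359 and the simulated ratios were 0.360 to 0.380, so that an excess over an unchanged group was not detectable without that library. Over all genes past the count filter the ratio was 0.736. No unchanged group was simulated over these genes, so that a shift cannot be told from noise there.
The individual libraries were placed the same way. The H2B-α1 libraries were 36.8, 37.4 and 38.5 from the control mean and the cit-H2B-α1 libraries 15.5, 15.0 and 17.2. With 3 libraries per group, the smallest p-value that an exact permutation test could give is 0.10, so no test was made on these distances.

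**Figure D1:**
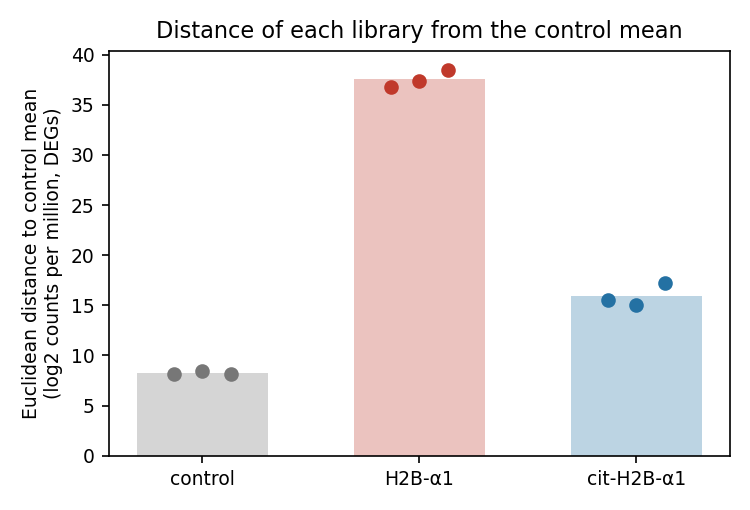
Euclidean distance of each library from the mean of the 3 control libraries over the DEGs, in log2 CPM. Dots are libraries and bars are group means. Control libraries are part of the mean they are compared with, and the H2B-α1 libraries lie between 36.8 and 38.5.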

Compared to THP-1 cells treated with H2B-α1 peptide, the transcriptome of the cells treated with citrullinated H2B-α1 peptide did not shift considerably from the expression pattern of the non-treated control cells. 

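The 3 comparisons together gave 1527 DEGs. In a principal component analysis of their log2 CPM, centred on each gene and not scaled, PC1 held 75.8% of the variance and PC2 held 9.29%. With genes scaled to unit variance the shares were 65.7% and 15.0%. Over all 13380 genes past the count filter, which were not chosen for a difference between the groups, PC1 held 25.8% and PC2 15.5%. With control replicate 3 left out, PC2 of the DEGs held 15.0%.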

Applying principal component analysis (PCA) on 1420 DEGs, we verified two principal components, PC1 and PC2, explaining 76.9% and 14.5% of the variances, respectively (**Figure 5B**). In the two-dimensional PC space, representations of three replicates of each treatment group were exclusively distributed and completely separated. 

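On PC1 of the DEGs, the H2B-α1 libraries had scores of 21.9, 22.6 and 23.8. The control libraries lay at -13.5, -15.3 and -12.7, and the cit-H2B-α1 libraries at -9.70, -9.24 and -7.84. PC1 thus placed the control and cit-H2B-α1 libraries near each other, without overlap. PC2 separated them, with scores of 5.73, 9.74 and 2.38 for control and -6.39, -6.10 and -8.57 for cit-H2B-α1. The DEGs were chosen by the differences between these groups, which favours their separation. Over all genes, PC1 also separated the H2B-α1 libraries (31.5 to 33.6) from the others (-28.6 to -5.21), while PC2 was lowest in control replicate 2 (-39.9) and H2B-α1 replicate 1 (-23.6).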

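Against control, H2B-α1 peptide changed 1330 genes, 615 higher and 715 lower. The cit-H2B-α1 peptide changed 78 genes against control, 37 higher and 41 lower. Between the 2 peptides, 652 genes differed, 285 higher and 367 lower with H2B-α1. Which direction held more DEGs depended on the processing. For H2B-α1 against control, 46.2% were higher, and 51.2% with TMM, 52.1% with DESeq2's size factors, 42.9% with full quantile normalization and 54.8% with GC offsets. The higher genes were also the larger part with the DESeq2 Wald test (52.0%), without a filter on low counts (52.6%), with a 2-fold minimum (54.6%) and without control replicate 3 or H2B-α1 replicate 3 (50.9% in both). Between the peptides, 43.7% were higher with H2B-α1, and 49.8% with TMM, 51.5% with DESeq2's size factors, 42.1% with full quantile normalization, 51.1% with GC offsets, 50.1% at an adjusted p-value under 0.01 and 68.0% with a 2-fold minimum. For cit-H2B-α1 against control, the share of higher genes ran from 41.5% with full quantile normalization to 53.8% with GC offsets across these 4 scalings. At an unadjusted p-value under 0.05, the 3 comparisons had 3161, 1575 and 2257 genes. A set of 808 genes was called in H2B-α1 against control alone, and 469 were called both there and between the peptides. Another 172 genes were called between the peptides alone, 18 in cit-H2B-α1 against control alone and 4 in all 3 comparisons. Of the 53 genes called with both peptides against control, 52 changed in the same direction. These comparisons share their control libraries, and in 40 simulated experiments with an unchanged cit-H2B-α1 group the number called with both was at most 2. At most 3 genes were called there for cit-H2B-α1 at all. The simulations therefore cannot show what overlap or shared direction the common controls give among 78 calls. The count for cit-H2B-α1 against control depended on single libraries, with 3 genes without control replicate 2, 6 without control replicate 1 and 279 without control replicate 3. For H2B-α1 against control the count fell to 688 without H2B-α1 replicate 3, 746 without H2B-α1 replicate 2 and 800 without control replicate 2. Between the peptides it fell to 366 without cit-H2B-α1 replicate 2.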

Transcriptome data was summarized as a Venn diagram (**Figure 5C**).

**Figure 5:**
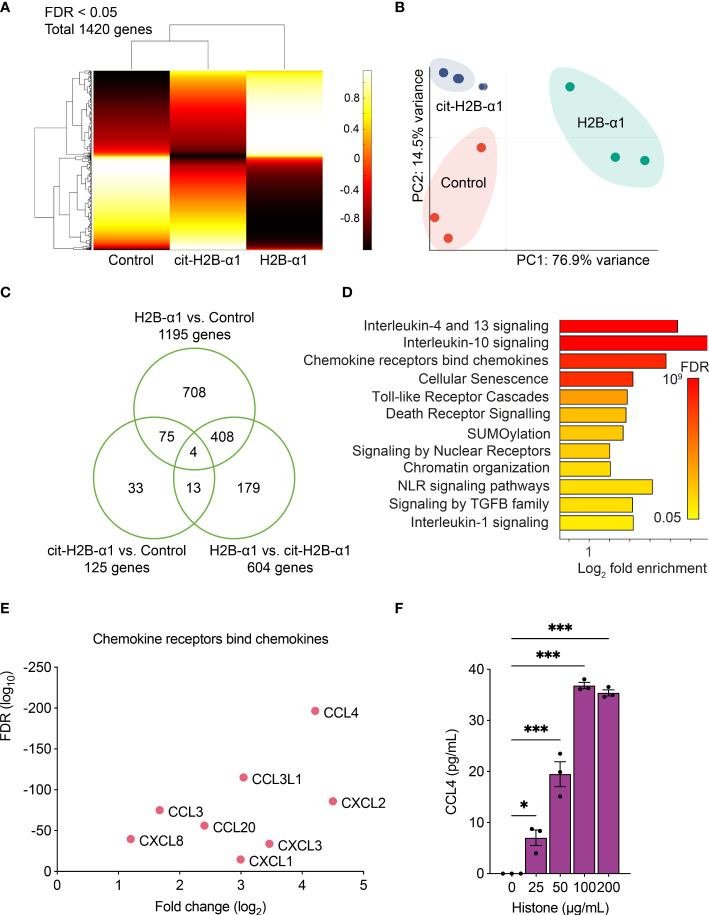
Transcriptome analysis of THP-1 cells with H2B-α1 peptide. **(A)** Expression clustering of RNA-seq data of THP-1 cells treated with H2B-α1 peptide or cit-H2B-α1 peptide for 3 h. **(B)** Principal component analysis of differentially expressed genes (DEGs). **(C)** Venn diagram of DEGs. **(D)** Significant gene ontology pathways from DEGs. **(E)** Top DEGs in chemokine pathway. **(F)** Levels of CCL4 with histone stimulation on THP-1 cells. Data in **(F)** are expressed as the mean ± standard error of the mean. ANOVA with Tukey–Kramer multiple comparison tests were conducted. *P < 0.05 and ***P < 0.001. The experiments were performed with technical replicates of three wells per condition.

Gene ontology and pathway analysis were performed to examine the molecular pathways related to the effect of native histones. 

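The Reactome and Gene Ontology tables were not used here. In their place, 14 gene lists were tested as sets by camera with Benjamini-Hochberg adjustment over the lists. With H2B-α1 peptide against control, 6 lists were higher. Chemokine ligands had an adjusted p of 8.8e-59, with 16 of 23 genes higher and 12 of them DEGs. Immediate early genes followed (adjusted p = 3.6e-35, 22 of 27 higher), then NF-kB feedback genes (adjusted p = 2.3e-32, 15 of 15 higher). Interleukins had an adjusted p of 3.0e-07, with 10 of 15 genes higher. Ribosomal proteins and heat shock genes were also called. The fry test called the same 6 lists, and with the correlation between genes estimated from the data 5 were called, without ribosomal proteins. The paper's figures, drawn from these same libraries, print 8 of the 23 chemokine ligands, 3 of the 15 interleukins, 3 of the 27 immediate early genes and 2 of the 15 NF-kB feedback genes, and 0 of the ribosomal proteins and heat shock genes. For the genes printed there, the lists are not independent evidence.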

The most enriched Reactome pathways are listed in **Figure 5D**, and for each pathway, the top DEGs are shown based on the false discovery rate (FDR) and expression fold change (**Figure 5E** and **Supplementary Figures S4A–K**) (33). 

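The paper's figures name 33 genes, all of which passed the count filter. With H2B-α1 peptide against control, 30 of them were higher and 3 were lower, with log2 fold changes of up to 8.27. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 30 were called over all genes tested. CXCL8 (adjusted p = 0.0906), IL1A (adjusted p = 0.0540) and IRAK2 (adjusted p = 0.0695) were not. Adjusted over the list alone, 33 were called, which is not independent evidence because the genes were chosen on these libraries. In H2B-α1 replicate 1, CXCL8 reached 402 CPM against 711 and 768 in the other replicates, and IRAK2 reached 13.6 against 39.5 and 43.1. When that library was left out, CXCL8 (adjusted p = 0.0377) and IRAK2 (adjusted p = 3.1e-06) were called. Without cit-H2B-α1 replicate 3, which is in neither group, CXCL8 (adjusted p = 0.0451) and IRAK2 (adjusted p = 0.0298) were called as well, and IL1A was called without cit-H2B-α1 replicate 1 (adjusted p = 0.0421). FOS (adjusted p = 0.0350) lost its call without control replicate 1, 2 or 3 or H2B-α1 replicate 2 or 3, with adjusted p-values of up to 0.126, and without a filter on low counts (0.0521), and LIF lost its call without H2B-α1 replicate 3 (adjusted p = 0.0659).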

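Among chemokine genes, CCL3 rose from 237 ± 23.9 (SD, n = 3) CPM in control to 748 ± 15.0 (SD, n = 3) with H2B-α1 peptide, a log2 fold change of 1.66 (standard error 0.08, adjusted p = 2.3e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCL3 and CCL3L1 share 289 of the 300 bases at their 3′ ends, so that reads of one can be counted on the other, and both are uncertain. CXCL3 and CXCL1 had log2 fold changes of 3.44 and 2.99. CCL20 had a log2 fold change of 2.39 with an adjusted p of 0.0213 and lost this call without control replicate 1 (adjusted p = 0.0765), control replicate 2 (0.0843), control replicate 3 (0.0665) or H2B-α1 replicate 2 (0.0714). Among interleukin genes, IL1B had a log2 fold change of 1.29 (standard error 0.07, adjusted p = 1.4e-13 from the same test), from 1162 ± 62.7 (SD, n = 3) CPM to a mean of 2846 CPM in libraries of 2639.9, 2819 and 3078 CPM. IL23A went from 4.73 ± 1.26 to 13.4 ± 1.88 CPM (SD, n = 3, adjusted p = 0.000328 from edgeR's test), and TNF went from 16.1 ± 3.05 to 79.2 ± 3.13 CPM (SD, n = 3, adjusted p = 4.5e-12 from the same test). NFKBIA, printed for several pathways, rose by 1.65 (adjusted p = 2.9e-16). HMGB1 rose by 1.42 (adjusted p = 2.3e-14), whereas its paralog HMGB2, chosen after its values were seen, changed by -0.02. The cells carry an HMGB1::Lucia reporter, and whether HMGB1 counts include its reads was not tested. The rise can therefore not be assigned to the native HMGB1 gene alone, and HMGB2 is not a like comparison.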

H2B-α1 peptide stimulation changed the gene expression pattern of THP-1 cells involving chemokines, IL-1, -4, -10, -13 signaling, and TLR signaling pathways. Citrullination of positively charged arginines of cytotoxic H2B-α1 peptide decreased histone-induced proinflammatory gene expression. 

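Between H2B-α1 and cit-H2B-α1 peptide, 27 of the 33 genes named in the paper's figures were called over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CXCL8, CCL20, IL23A, IL1A, IRAK2 and BMP2 were not, and adjusted over the list alone 33 were called. Some of these calls depended on single libraries and on the processing. CCL20 was called without H2B-α1 replicate 1 (adjusted p = 3.1e-08) or cit-H2B-α1 replicate 3 (0.0390), IRAK2 without H2B-α1 replicate 1 (5.5e-05), CXCL8 without cit-H2B-α1 replicate 3 (0.0486) and BMP2 without cit-H2B-α1 replicate 1 (0.0159). The edgeR exact test, with genewise or common dispersion, called CXCL8, CCL20, IRAK2 and BMP2, the DESeq2 Wald test called CXCL8 and CCL20, IRAK2 and BMP2 were called without a filter on low counts, and CCL20 with GC offsets (0.0285). IL1A was called by the exact test with common dispersion and TMM alone (2.4e-05). IL23A, with an adjusted p of 0.0521, was called in 14 of 22 alternatives, among them TMM (0.0464), DESeq2's size factors (0.0449), full quantile normalization (0.0386) and the fits without control replicate 1 (0.0431), control replicate 2 (0.0424) or H2B-α1 replicate 1 (0.0475). FOS lost its call in 11 of 22 alternatives. These were TMM (0.0513), full quantile normalization (0.0538), no filter on low counts, the 6 libraries of the 2 groups alone, and the fits without any one of control replicates 1 to 3, H2B-α1 replicates 2 and 3 and cit-H2B-α1 replicates 1 and 2, with adjusted p-values of up to 0.180. CCL4 was lower with cit-H2B-α1 than with H2B-α1 peptide by a log2 difference of 4.07 (adjusted p = 3.4e-17), CXCL2 by 3.79 (adjusted p = 1.3e-11) and TNF by 1.98 (adjusted p = 9.6e-11). OSM was at or under 3 counts in every cit-H2B-α1 library and at least 26.6-fold higher with H2B-α1, and LIF was at least 10.3-fold higher. Against control, cit-H2B-α1 peptide called 0 of the 33 genes, of which 21 were higher and 12 lower, and 11 had an unadjusted p-value under 0.05. IL1B (log2 fold change 0.25, adjusted p = 0.113) and NFKBIA (0.21, adjusted p = 0.163) were higher than every control library with cit-H2B-α1 without passing the threshold. The same held for CCL3L1 (0.33), TNF (0.32), IL23A (0.64), HMGB1 (0.22), FOSB (0.99) and INHBA (0.40), while USP2 (-0.18) was lower than every control library. The DESeq2 Wald test called IL1B (adjusted p = 0.0414) and NFKBIA (adjusted p = 0.0292), and IL1B was also called without a filter on low counts (0.0276). In the simulated counts, the DESeq2 test made more false calls than the main test (8.46% against 5.21%). Without control replicate 3, IL1B (adjusted p = 0.0342) and KDM6B, which was lower (adjusted p = 0.0360), passed the threshold. Of the gene lists, camera called chemokine ligands (adjusted p = 0.0214), immediate early genes (0.00117) and ribosomal proteins (0.00533) higher with cit-H2B-α1 than in control. The fry test called 0 of the lists, with chemokine receptors, interleukins and immediate early genes at an unadjusted p-value under 0.05. Camera with an estimated correlation called 0, with 1 list under that value.
Across the 1330 DEGs of H2B-α1 against control, 1114 (83.8%) changed in the same direction with cit-H2B-α1, and the slope of the cit-H2B-α1 change on the H2B-α1 change was 0.213. Both changes use the same control libraries, and 40 simulated experiments with an unchanged cit-H2B-α1 group gave slopes from 0.0732 to 0.120 and same-direction shares from 63.7% to 68.1%. Without the 7 DEGs that had at most 3 counts in every control library, the slope was 0.191. Genes are not independent replicates. Without control replicate 3 the slope was 0.409, and without control replicate 1 it was 0.323.

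**Figure D2:**
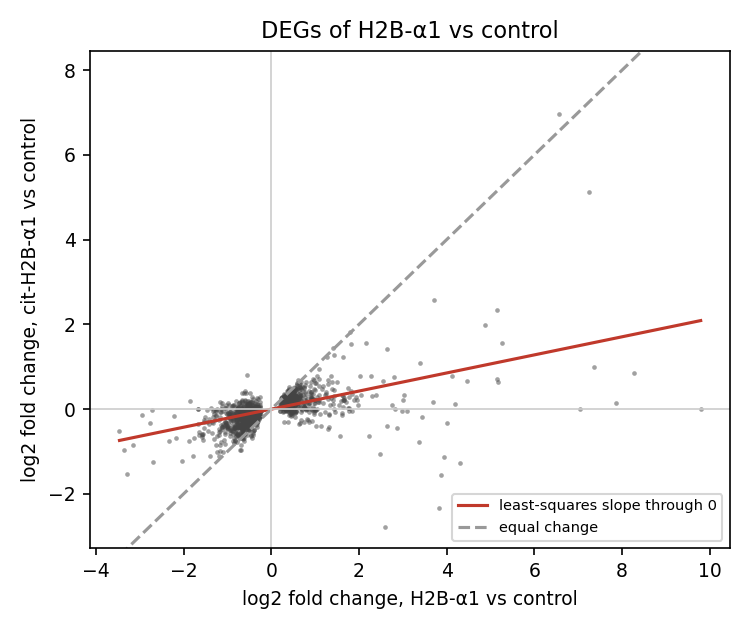
Log2 fold change with cit-H2B-α1 against log2 fold change with H2B-α1, both against control, for the 1330 DEGs of H2B-α1 vs control. Each dot is a gene, the solid line the slope of 0.213 and the dashed line equal changes. Most dots lie between the dashed line and 0, and the 2 dots nearest the top are genes with 0 counts in every control library.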

The histone-induced expression of CCL4, one of the DEGs with the largest fold change, was demonstrated in THP-1 cells (**Figure 5F**). This result showed that histone toxicity was related to inflammatory and apoptosis pathways and that arginine residues in the H2B-α1 peptide play an important role in histone toxicity.

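At the level of transcripts, CCL4 (ENSG00000275302) lies on chromosome 17 of GRCh37 from 34431220 to 34433014, on the plus strand, with 3 exons. Its raw counts were 99, 93 and 103 in the control libraries, 1497, 1719 and 2024 with H2B-α1 peptide and 65, 177 and 75 with cit-H2B-α1 peptide. Normalized, these were 10.2 ± 0.401, 186 ± 19.6 and 10.9 ± 3.07 CPM (SD, n = 3). The log2 fold change of H2B-α1 against control was 4.19 (standard error 0.16, adjusted p = 1.7e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each replicate left out it stayed between 4.15 and 4.28. With cit-H2B-α1 it was 0.13 (adjusted p = 0.846). CCL4 shares 277 of the 300 bases at its 3′ end with CCL4L1 and CCL4L2, so that its count is uncertain where reads could be divided between these genes. CCL4 ranked 15 by rise among the 13380 genes. These counts measure RNA and not the secreted protein.

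**Figure D3:**
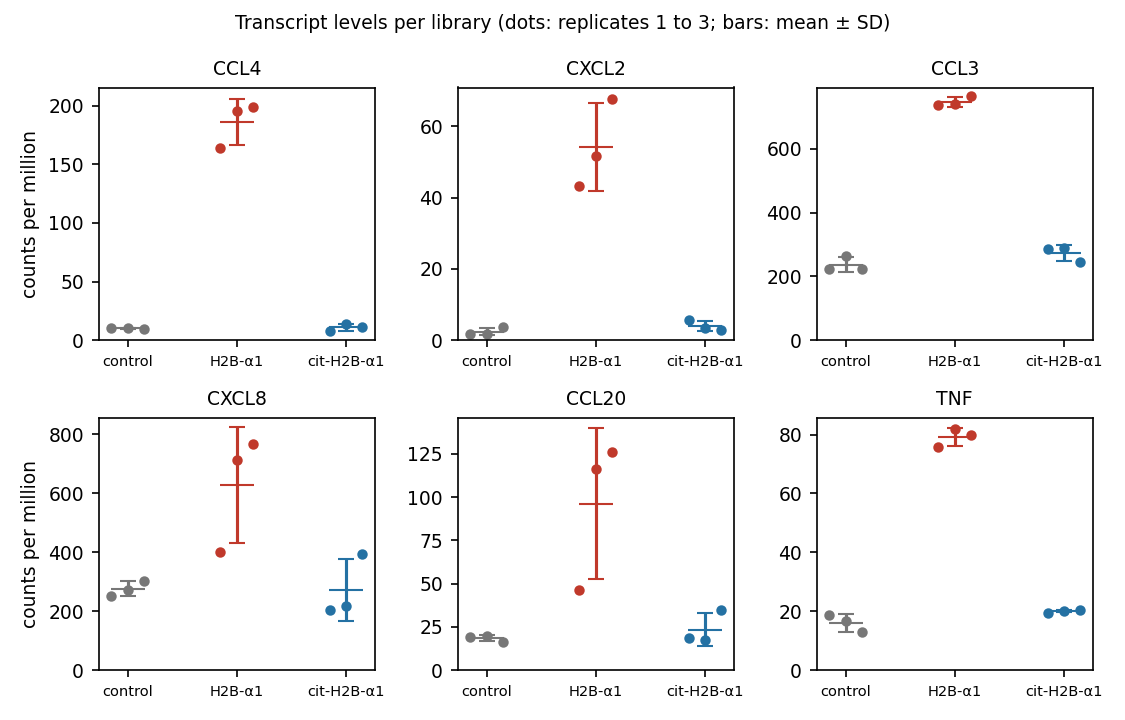
CPM of 6 genes in the 9 libraries. Dots are replicates 1 to 3, and horizontal bars with whiskers are the mean and SD of each group. CCL4 lies between 163 and 199 in the H2B-α1 libraries, while CXCL8 and CCL20 are lower in H2B-α1 replicate 1 than in replicates 2 and 3.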

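Of 31 cell death regulators tested as a list, 10 were DEGs with H2B-α1 peptide, 5 higher and 5 lower, and the list as a whole was not called (camera, adjusted p = 0.912, higher in 10 of 31 genes). The list holds genes that oppose and genes that promote cell death, so that a test of the whole list cannot show a direction by role. BCL2L11, printed for death receptor signaling, fell by 1.29 on the log2 scale (standard error 0.16, adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in the 3 H2B-α1 libraries against the 3 control libraries. BMF fell by 1.38 (adjusted p = 0.00073), BBC3 fell by 0.78 (adjusted p = 3.8e-06) and TNFRSF10B fell by 0.34 (adjusted p = 0.0327), which like BCL2L11 promote cell death. The genes that oppose cell death rose in BIRC3 by 1.36 (adjusted p = 0.000211), MCL1 by 0.54 (adjusted p = 1.9e-06), BCL2A1 by 0.39 (adjusted p = 0.00188) and CFLAR by 0.33 (adjusted p = 0.00514). The other 2 DEGs went the other way, BID, which promotes cell death and rose by 0.66 (adjusted p = 1.2e-05), and XIAP, which opposes it and fell by 0.28 (adjusted p = 0.0344). TNFRSF10B lost its call without control replicate 1 or 2 or any H2B-α1 replicate (adjusted p up to 0.175), and XIAP without any one control or H2B-α1 replicate (adjusted p up to 0.120) and without a filter on low counts (0.0594). The exact test with common dispersion and TMM, chosen after seeing the data, did not call TNFRSF10B (0.250), XIAP (0.383), BCL2A1 (0.121) or CFLAR (0.212). The other 6 were called in all 22 alternatives. With cit-H2B-α1 peptide, none of the 31 genes was a DEG against control, 5 had an unadjusted p-value under 0.05, and BCL2L11 changed by -0.26 (adjusted p = 0.541). These genes, apart from BCL2L11, were chosen after their values were seen. After the CCL4 measurement of Fig. 5F, which was not analysed here, the paper concludes that inflammation and apoptosis are tied to histone toxicity, and that the arginines of the peptide matter for it.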

## Discussion

Extracellular histones are major components of NETs, and their pro-inflammatory effect is known in various inflammatory processes (11, 12, 34, 35); however, the role of extracellular histones in synovial inflammation remains to be elucidated. In this study, we showed that there is an increase in the levels of histones in the synovial fluid of patients with RA compared to those in patients with OA. Previously, it has been demonstrated that the synovial fluid of patients with RA contains a large number of activated neutrophils and macrophages involved in synovial inflammation (26, 27, 36). In a sepsis model, histones released by NETosis trigger innate immune cells, and histones bound to endothelial cells cause endothelial injury (37). Based on the inflammatory nature of NETosis and its resulting extracellular histones, histones from neutrophils in RA synovial fluid would interact with other cells in the joint space, including macrophages and synoviocytes. To validate the pro-inflammatory effect of extracellular histones in arthritis, we demonstrated that intraperitoneal injection of histones aggravated arthritis severity in the STA mouse model.

To confirm the histone-induced cytotoxicity in cells in synovitis, we showed histone-induced cell death in synoviocytes and macrophages through direct treatment of the cells with histones. The results suggested that histones might contribute to synovial inflammation by inducing lytic cell death of synoviocytes and macrophages. Interestingly, time-course dead cell stain images indicated that THP-1 cells are more susceptible to histone-induced cytotoxicity than MH7A cells. Consistent with previous findings, our study demonstrated that histones induce the production of DAMPs, including ATP, HMGB1, and IL-1β, and increase the secretion of TNF-α (38–40). Extracellular ATP released from damaged cells is known to recruit macrophages and promote the secretion of IL-1β by dendritic cells, accelerating the inflammatory process (41). Histone-induced TNF-α production was further augmented by LPS. Therefore, it may have an augmented pro-inflammatory effect in patients with RA.

In addition, we verified that histone-induced cytotoxicity is regulated by electrostatic interaction. It is known that positively charged histones react with the negatively charged cell membrane, thereby causing cytotoxicity (42). Further, pro-inflammatory cytokines such as TNF-α are known to increase surface anionic molecules (43). In our study, LPS increased the binding of positively charged poly-L-lysine on cell surfaces. Furthermore, we found that anionic molecules such as chondroitin sulfate in the synovial fluid could inhibit histone-induced cytotoxicity. In addition, histone-induced cytotoxicity could be mitigated by adding sodium perchlorate, a sulfation inhibitor (44, 45). Considering that sulfation amplifies the anionic nature of proteins, these results suggested that electrostatic conditions of cell surface could regulate histone toxicity by inhibiting or enhancing the binding of histones. To further verify the electrostatic nature of the cytotoxicity of extracellular histones, we modified the cytotoxic α1 peptide of H2B by citrullinating its positively charged arginine residues. The citrullinated H2B-α1 peptide was less cytotoxic to THP-1 cells.

We found that all four classes of recombinant histone proteins induced cell death as the concentration increased, with H2A and H2B being the most cytotoxic. We also showed that H2B-α1 peptide was the most cytotoxic among histone α1 helix peptides from the four classes of histones. This is consistent with previous findings, which showed that H2B derived from frogs have bactericidal properties due to disruption of the bacterial membrane by the cationic nature of its N-terminal region (46, 47).

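The lists of Toll-like receptors with their adaptors and of NLR family genes were tested as sets, which count changes in the receptors themselves and not in the genes they induce. With H2B-α1 against control, camera called neither the 16 genes of the Toll-like receptor list (adjusted p = 0.594, 6 higher) nor the 9 NLR genes (adjusted p = 0.594, 2 higher). Interleukin receptors were not called either (adjusted p = 0.232, 15 of 24 higher). Between H2B-α1 and cit-H2B-α1, fry called both lists lower with H2B-α1 (adjusted p = 0.0429 and 0.0365), while camera did not. The 5 genes that the paper prints for Toll-like receptor cascades were all higher with H2B-α1 than in control, and 4 were called. They were chosen on these same libraries. The only gene printed for NLR signaling, IRAK2, had a log2 fold change of 1.39 (standard error 0.41). It was higher in H2B-α1 replicates 2 and 3, while replicate 1, with 125 counts, lay within the 93 to 146 counts of the control libraries.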

Using RNA-seq, we have shown that histones changed the expression of specific signaling pathways in THP-1 cells, including IL-1, 4, 10, 13 signaling, chemokines, TLR, and NOD-like receptor (NLR) signaling pathways. The chemokine signaling pathway had several DEGs with the highest degree of fold change, such as CCL4 and CXCL2. It is also known that expression of CCL3, CCL4, CXCL2, and CXCL8 is increased in RA synovial fluid, and that these chemokines are suggested to help neutrophils become resident within the joint in RA (48).

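CXCL2 (ENSG00000081041, chromosome 4 of GRCh37 from 74962757 to 74964913) had 17, 17 and 38 counts in the control libraries and 396, 455 and 688 with H2B-α1 peptide. Its log2 fold change was 4.46 (standard error 0.26, adjusted p = 8.4e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which ranked 13 by rise. It shares 220 of 300 bases at its 3′ end with CXCL3 and 215 with CXCL1. Larger rises were seen outside the chemokines. NR4A2 had 8, 0 and 2 counts in the control libraries and 1016, 942 and 1143 with H2B-α1, a log2 fold change of 8.27 (standard error 0.41, adjusted p = 1.6e-09). It was 7.73 without control replicate 2 and 9.91 without control replicate 1, after which no control library held more than 3 counts and the fitted value depends on the prior count. FOSB had a log2 fold change of 7.36 (standard error 0.25, adjusted p = 3.0e-18). Among the DEGs with separated groups, large falls were seen in PRR34, which fell by 3.36 on the log2 scale (adjusted p = 0.0199), and in GPR82, which fell by 2.73 (adjusted p = 0.00444). PRR34 lost its call without control replicate 2 or 3 or H2B-α1 replicate 1 or 3, with adjusted p-values of up to 0.111, and GPR82 lost it without control replicate 3 (adjusted p = 0.0658). PCBP2-OT1 fell by 2.77 and lost its call without control replicate 2 or H2B-α1 replicate 2 (adjusted p up to 0.0975). HAPLN4 fell by 2.70 and lost it without control replicate 1 or 2, H2B-α1 replicate 2 or 3 or cit-H2B-α1 replicate 1 (adjusted p up to 0.183). LOC101929567 fell by 2.34 and lost it with limma-trend and without control replicate 1 or 2, any H2B-α1 replicate or cit-H2B-α1 replicate 1 (adjusted p up to 0.219).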

It has been known that NETosis is increased in RA synovium, which induces citrullination of histones by PADs (20, 21). However, there are citrullinated and uncitrullinated parts in extracellular histones derived from the synovial fluids of RA patients (9, 20). Although the hypercitrullinated milieu in RA might reduce the histone-mediated cellular injury (cytotoxicity, DAMP release, chemotaxis), which makes translating our observations into RA pathogenesis less interesting, there are several possibilities that uncitrullinated parts of extracellular histones are relevant to current understanding of RA pathogenesis. First, they might be involved in the breaking of immune tolerance on citrullinated histone during a very early stage of RA. Although citrullination occurs during physiological processes such as apoptosis and NETosis, autoantibody reactivity toward citrullinated antigens is an unusual pathologic process for which the molecular mechanism is unknown. Uncitrullinated parts of extracellular histones may play a role as an adjuvant. Second, they might be involved in local joint inflammation during the established stage of RA. Because there is no association between the ACPA titer and disease activity, the amount of citrullinated antigen is not associated with disease activity. Uncitrullinated parts of extracellular histones may play a role during an acute flare of arthritis. Third, they might be involved in seronegative RA. Seronegative RA patients displayed elevated IgG reactivity to native histone H2B compared to controls, but no citrulline-specific reactivity (49).

The limitations of this study include that the effects of post-translational modification of histones in RA were not fully investigated. Additionally, the influence of anionic proteins such as chondroitin sulfate in synovial fluid that binds to histones and mitigates their cytotoxic effects must be considered in future research. Another limitation is the lack of research into the association between extracellular histones and the formation of anti-citrullinated protein antibodies. Although we established the cytotoxicity and induction of DAMPs by extracellular histones, further research is needed to determine the net effects of extracellular histones on the development of autoimmunity in RA.

In conclusion, our study demonstrated that extracellular histones induce the production of DAMPs, such as ATP, HMGB1, and IL-1β, by causing lytic cell death of synoviocytes and macrophages. Our findings suggest a novel mechanism for the pathogenesis of RA in which extracellular histones play a proinflammatory role in synovitis. Furthermore, our results from charge-altering experiments imply that targeting the electrostatic effect of extracellular histones may be a possible therapeutic option for RA.

## Data availability statement

All data generated or analyzed during this study are included in this article and its supplementary information files. The RNA-seq data presented in the study is deposited in NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo) and Sequence Read Archive (https://www.ncbi.nlm.nih.gov/sra). The data is accessible through GEO accession number GSE205096 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205096).

## Ethics statement

The studies involving human participants were reviewed and approved by Stanford University School of Medicine Institutional Review Boards. Written informed consent for participation was not required for this study in accordance with the national legislation and the institutional requirements. The animal study was reviewed and approved by the Institutional Animal Care and Use Committee at Pusan National University (Miryang, Korea).

## Author contributions

DS, J-CP, and JS designed the study, and JJ, HK, and JK conducted the experiments and analytical methods. JR, BL, and DS performed the animal experiments and joint histology. JJ, LL, HK, JK, JR, BL, WR, DS, J-CP, and JS discussed and interpreted the data. JJ, LL, HK, JK, JR, and BL made the figures and wrote the manuscript. DS, J-CP, and JS developed the hypothesis, secured funding, coordinated, and directed the project. All authors reviewed and edited the manuscript and had final approval of the submitted manuscript.

## Funding

This study was supported by the Basic Science Research Program (grant number NRF-2021R1F1A1059528 to JS, NRF-2020R1A2B5B01002187 to J-CP, and NRF-2018R1A5A2023879 to DS) through the National Research Foundation of Korea, and funded by the Ministry of Education, Science, and Technology.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Extracellular histones aggravate autoimmune arthritis by lytic cell death
**Source:** Front Immunol. 2022 Aug 11;13:961197. doi: 10.3389/fimmu.2022.961197
**Supplement:** Supplementary file 1

Supplementary Material

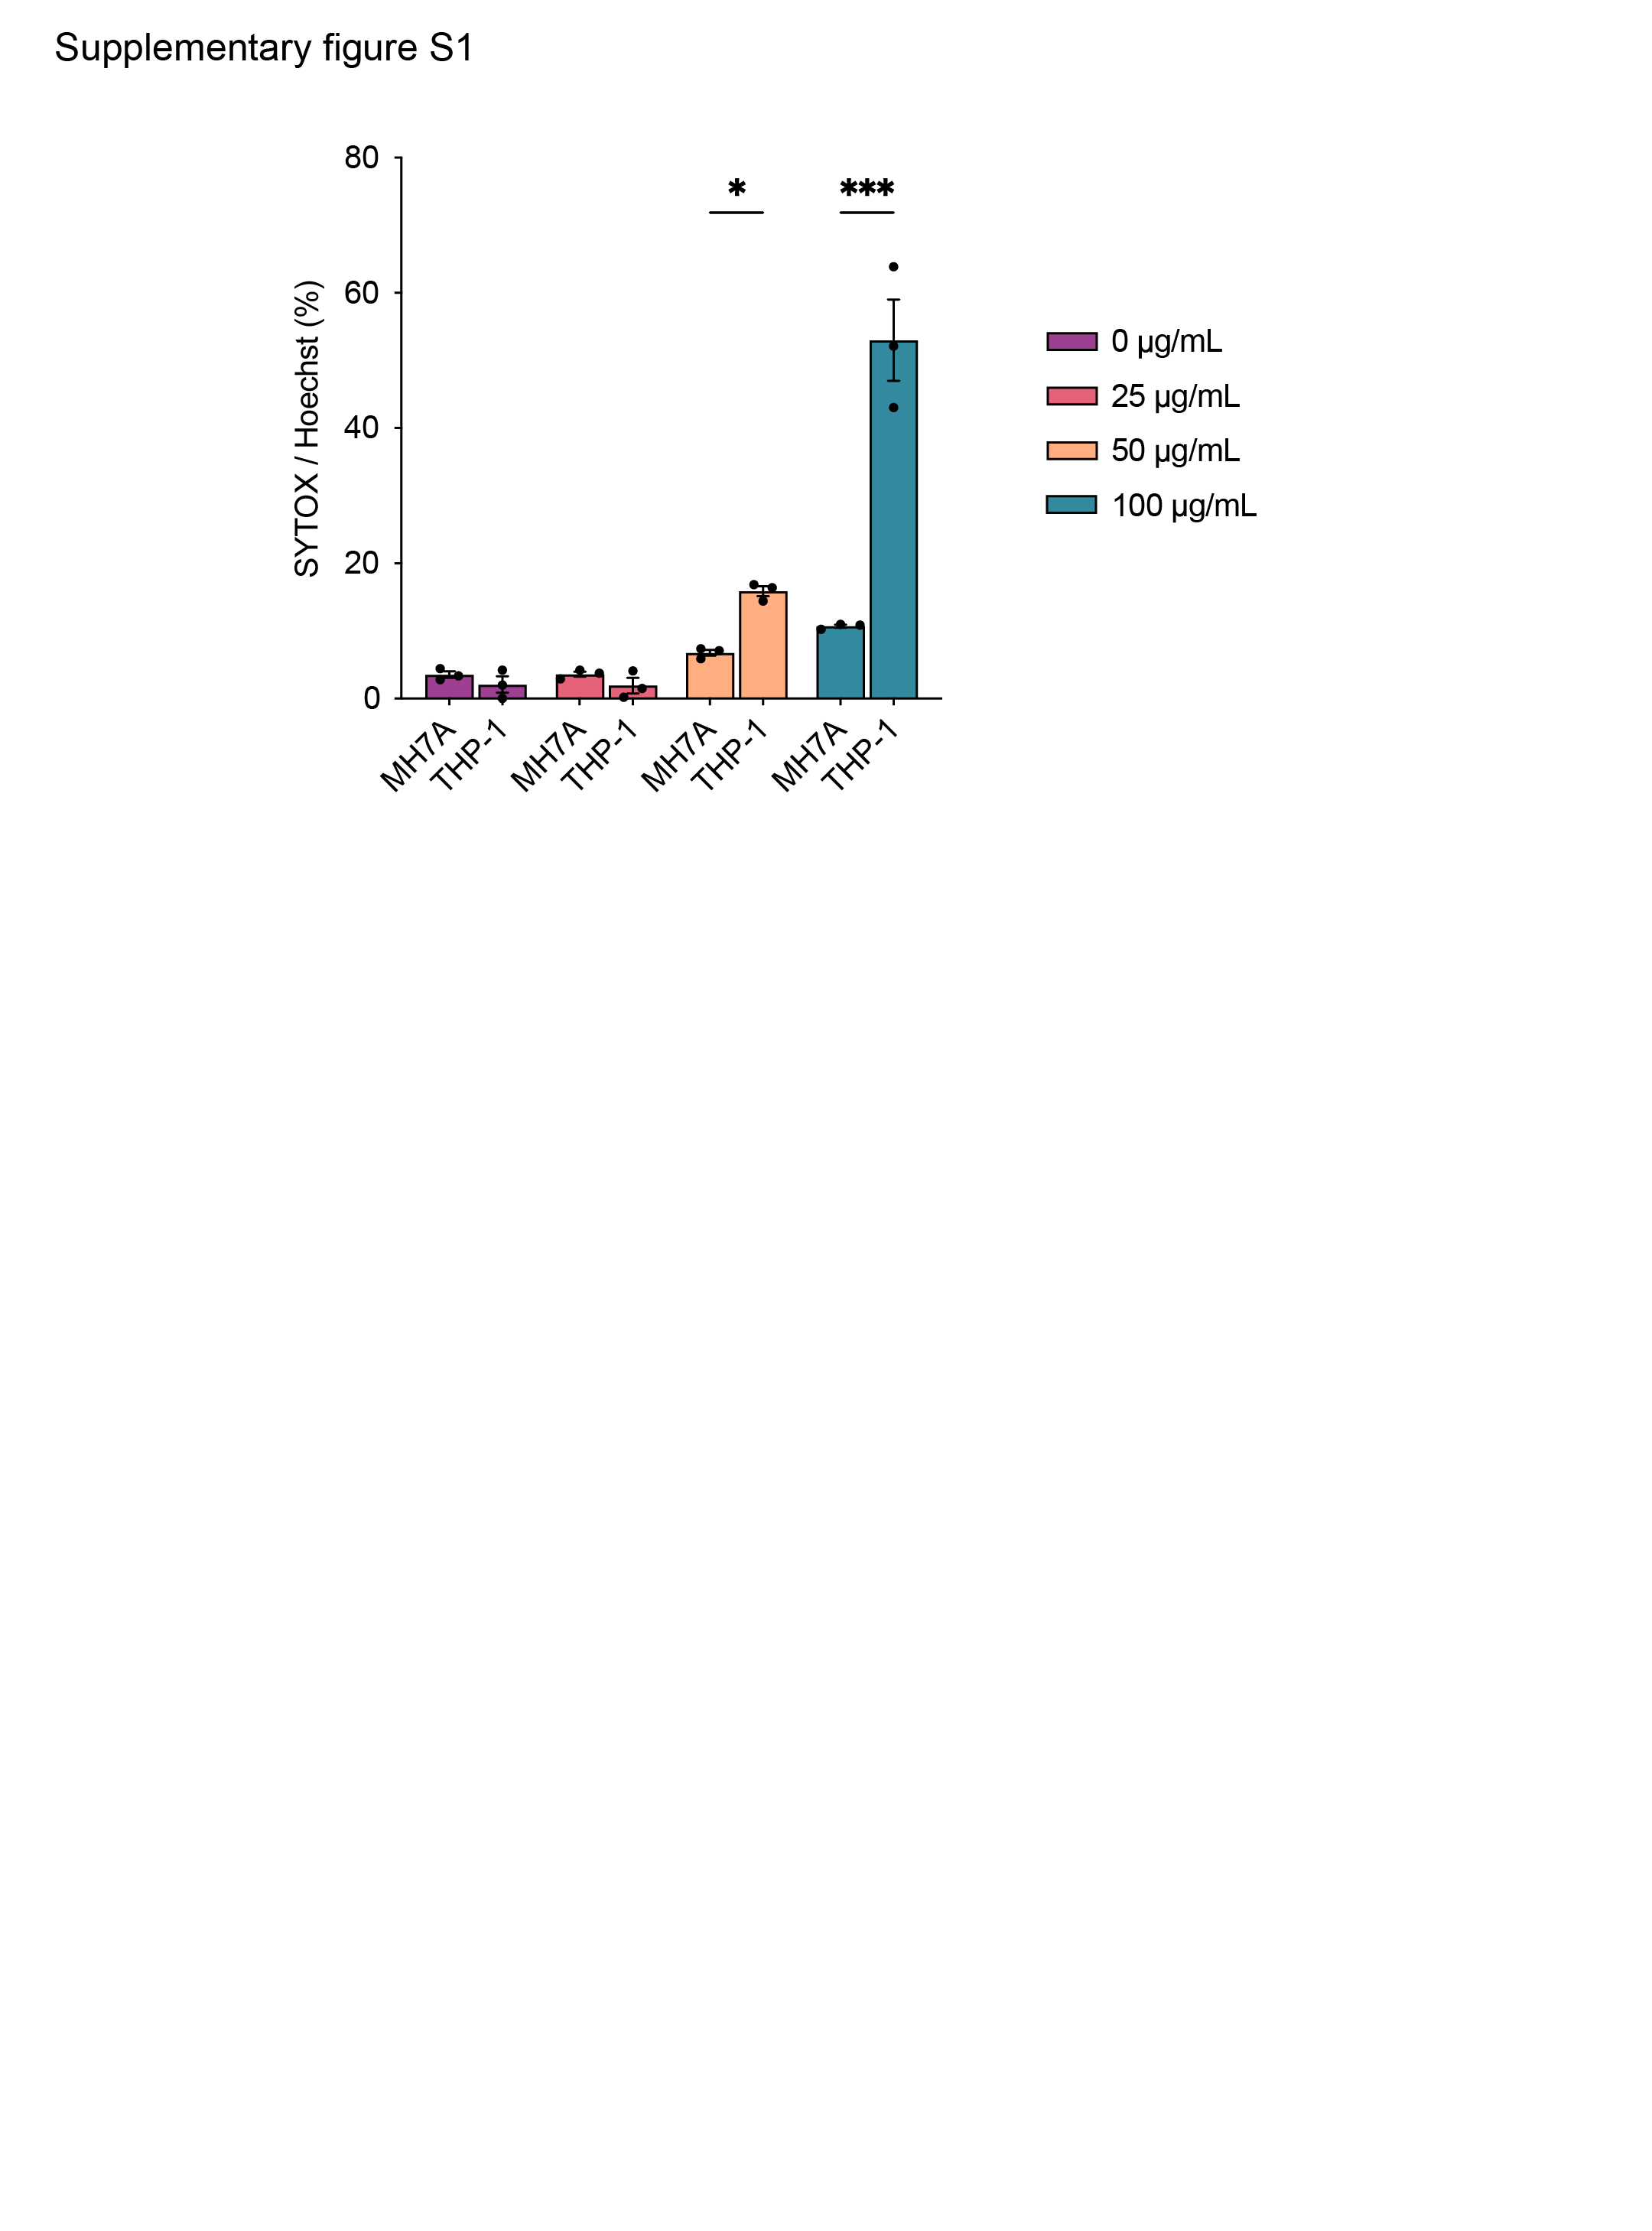

**Supplementary Figure S1.** **SYTOX Green Dead Cell Staining in MH7A and THP-1 cells.**

Analysis of dead cells treated with histones for 1.5 h using SYTOX Green Dead Cell Staining in MH7A and THP-1 cells. Data are expressed as the mean ± standard error of the mean. ANOVA with Tukey–Kramer multiple comparison tests were conducted. **P* < 0.05, ***P* < 0.01, and ****P* < 0.001. The experiments were performed with technical replicates of three wells per condition.

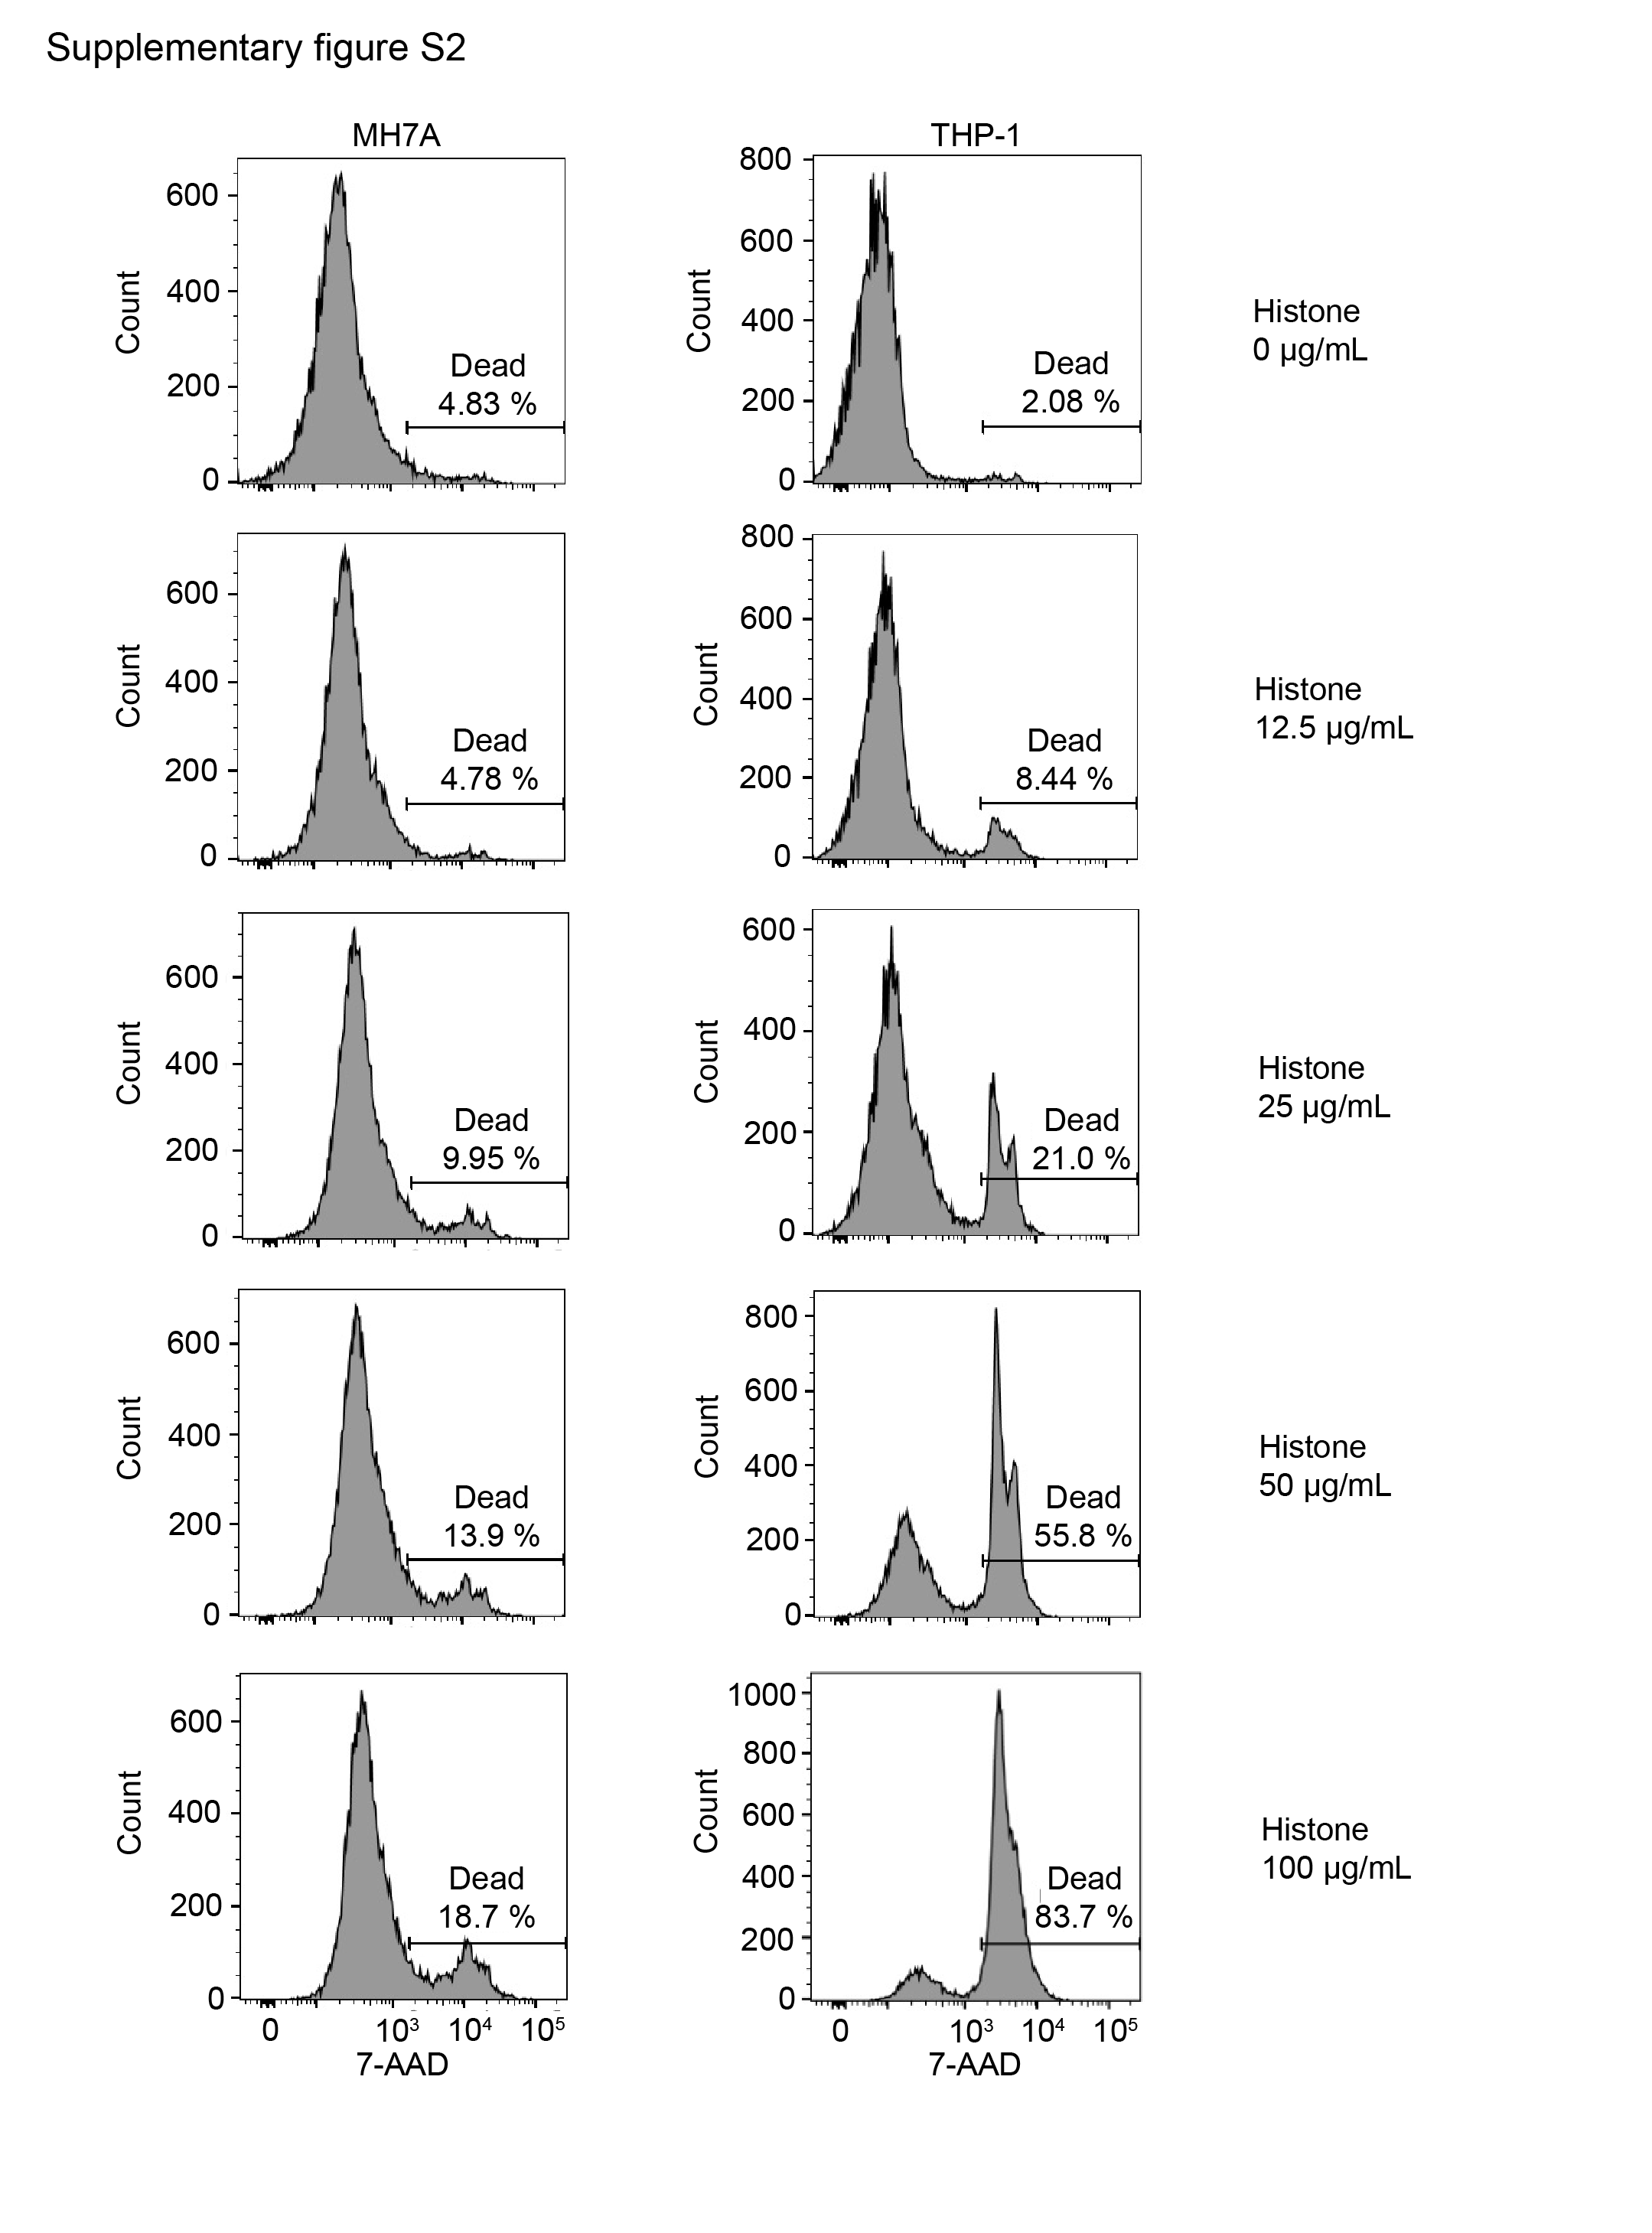
**Supplementary figure S2. Flow cytometry to measure histone-induced cytotoxicity in MH7A and THP-1 cells.**

Analysis of dead cells treated with histones for 1 h using 7-aminoactinomycin D (7-AAD) staining in MH7A (left panels) and THP-1 (right panels) cells.

**Supplementary figure S3. Endotoxin content in the *E. coli*-derived recombinant histones.**

The levels of LPS in 4 μM of histone peptides were determined using a ToxinSensor^TM^ Chromogenic Limulus amebocyte lysate assay kit (GenScript, Piscataway, NJ, USA) according to the manufacturer’s protocols. LPS was detected only in H2B and H3 among all recombinant histones. Data are expressed as the mean ± standard error of the mean. ANOVA with Tukey–Kramer multiple comparison tests were conducted. *P < 0.05, **P < 0.01, and ***P < 0.001. The experiments were performed with technical replicates of three wells per condition.

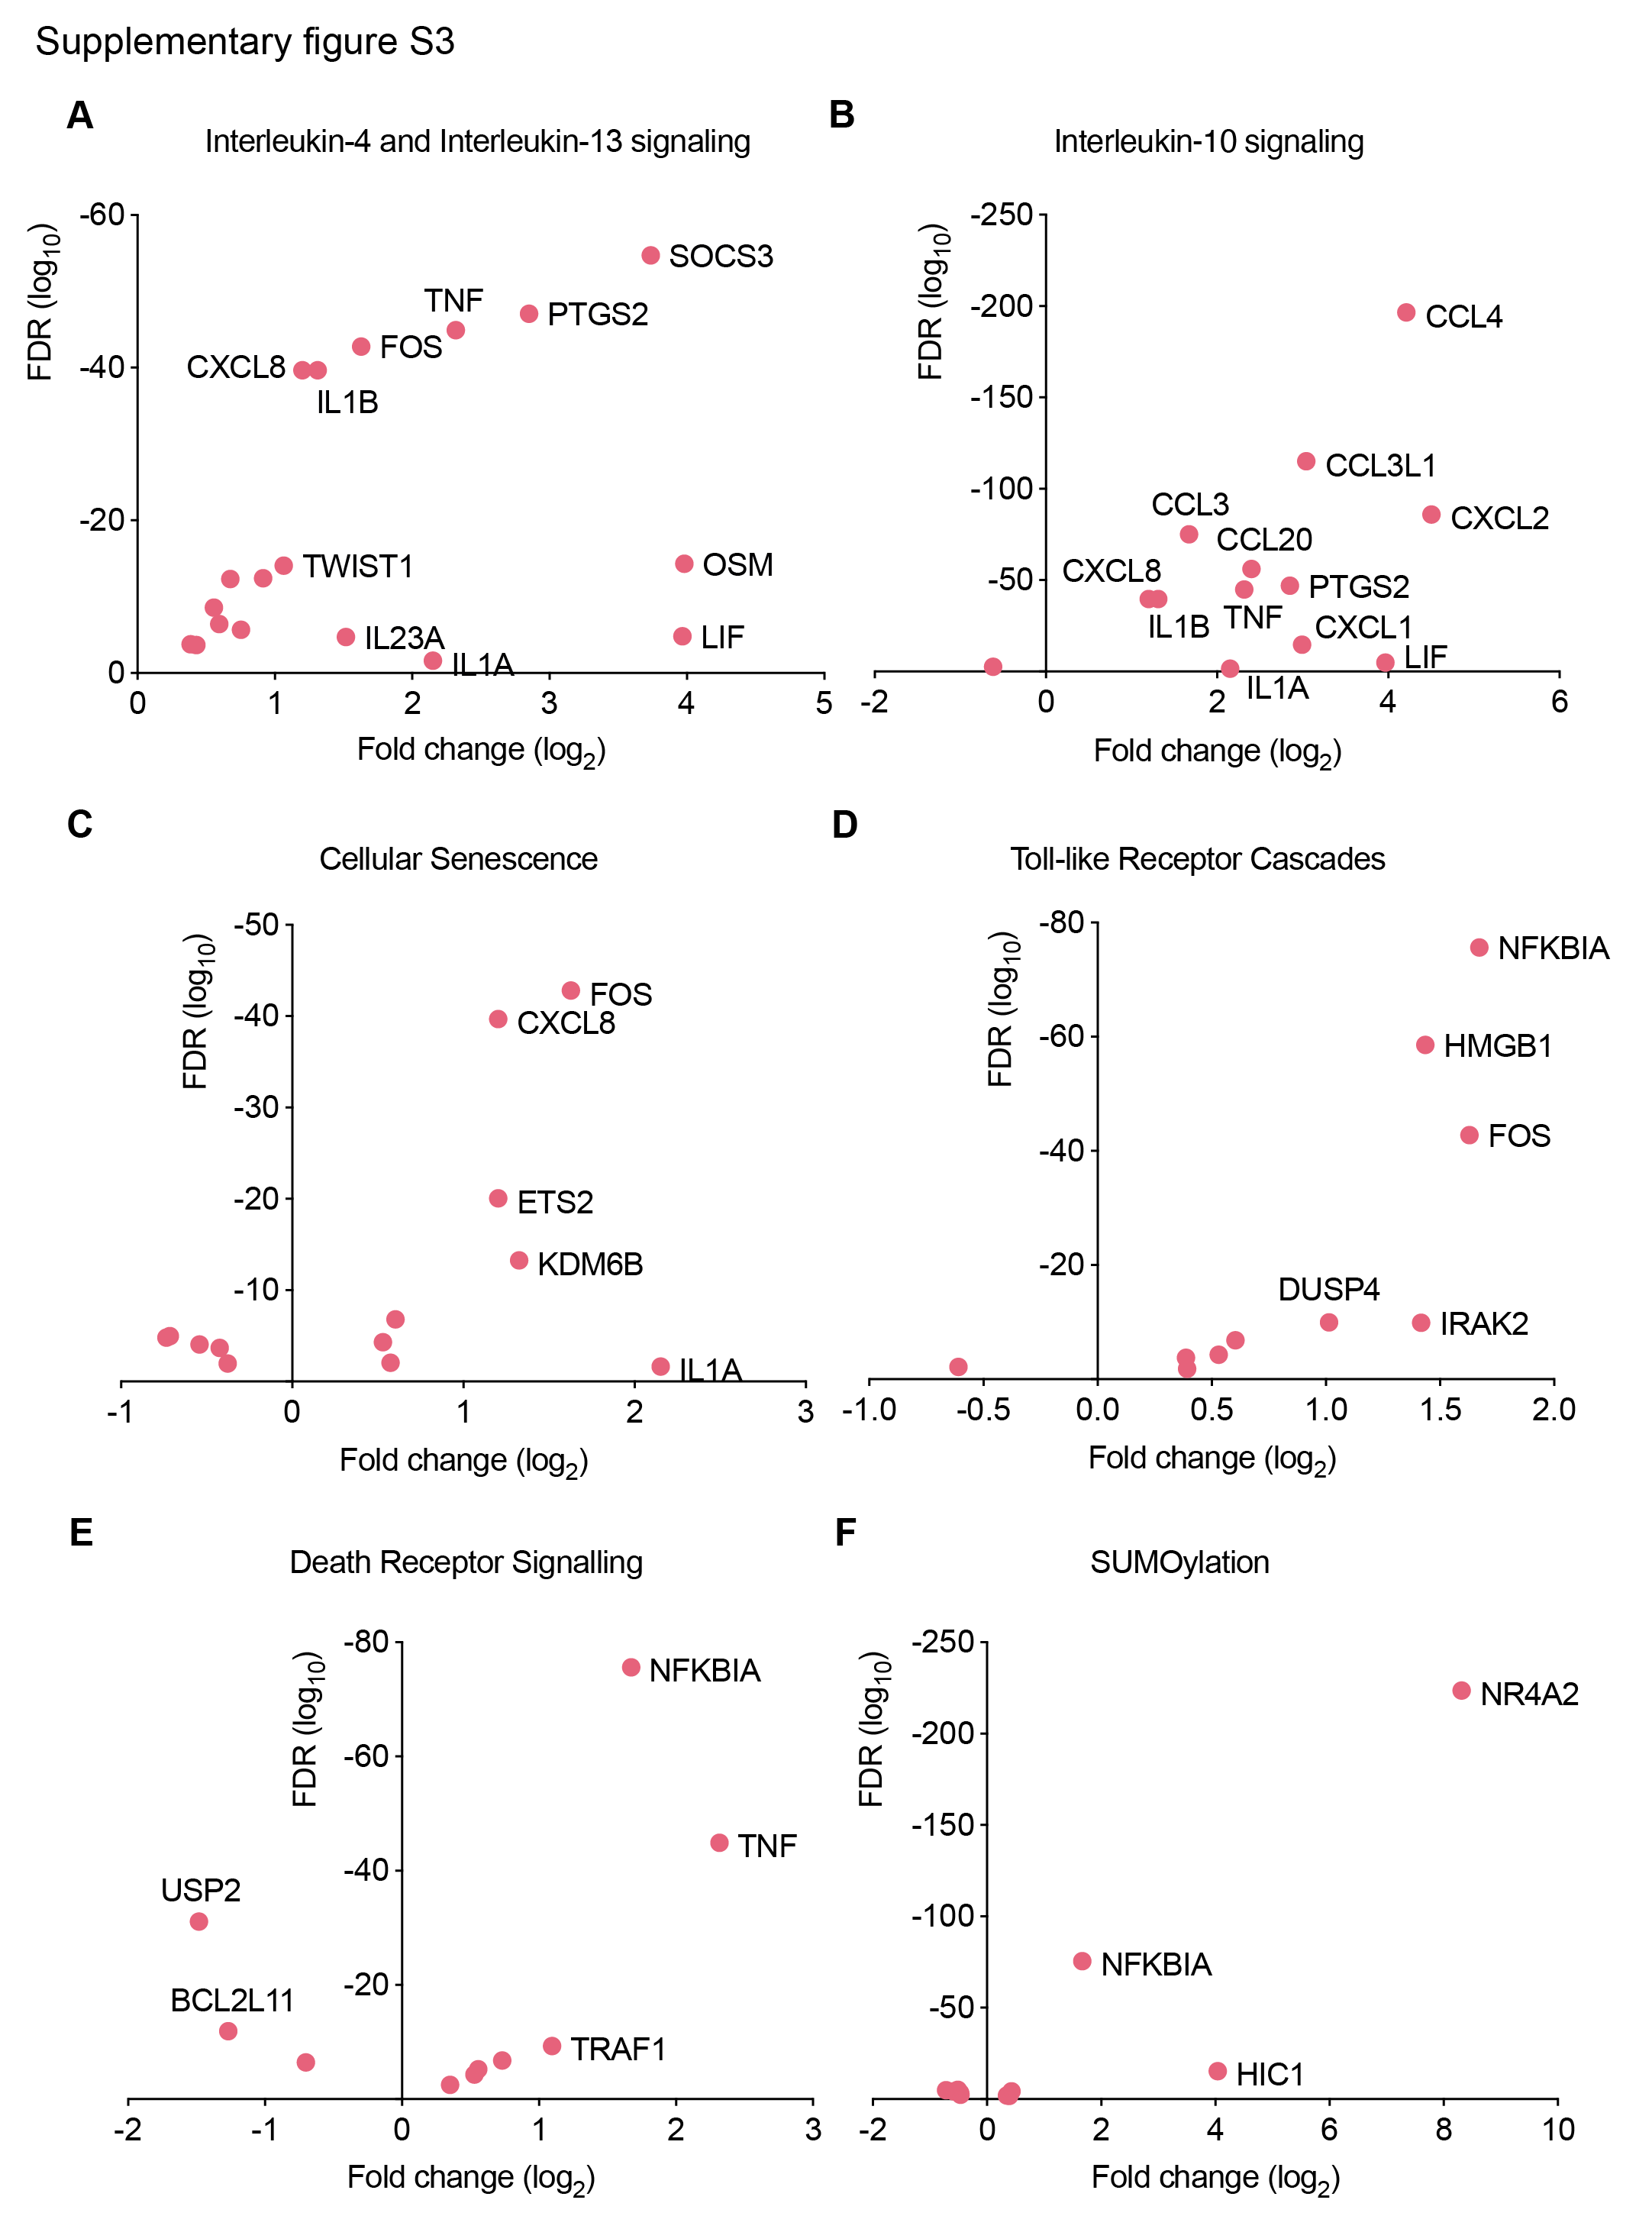

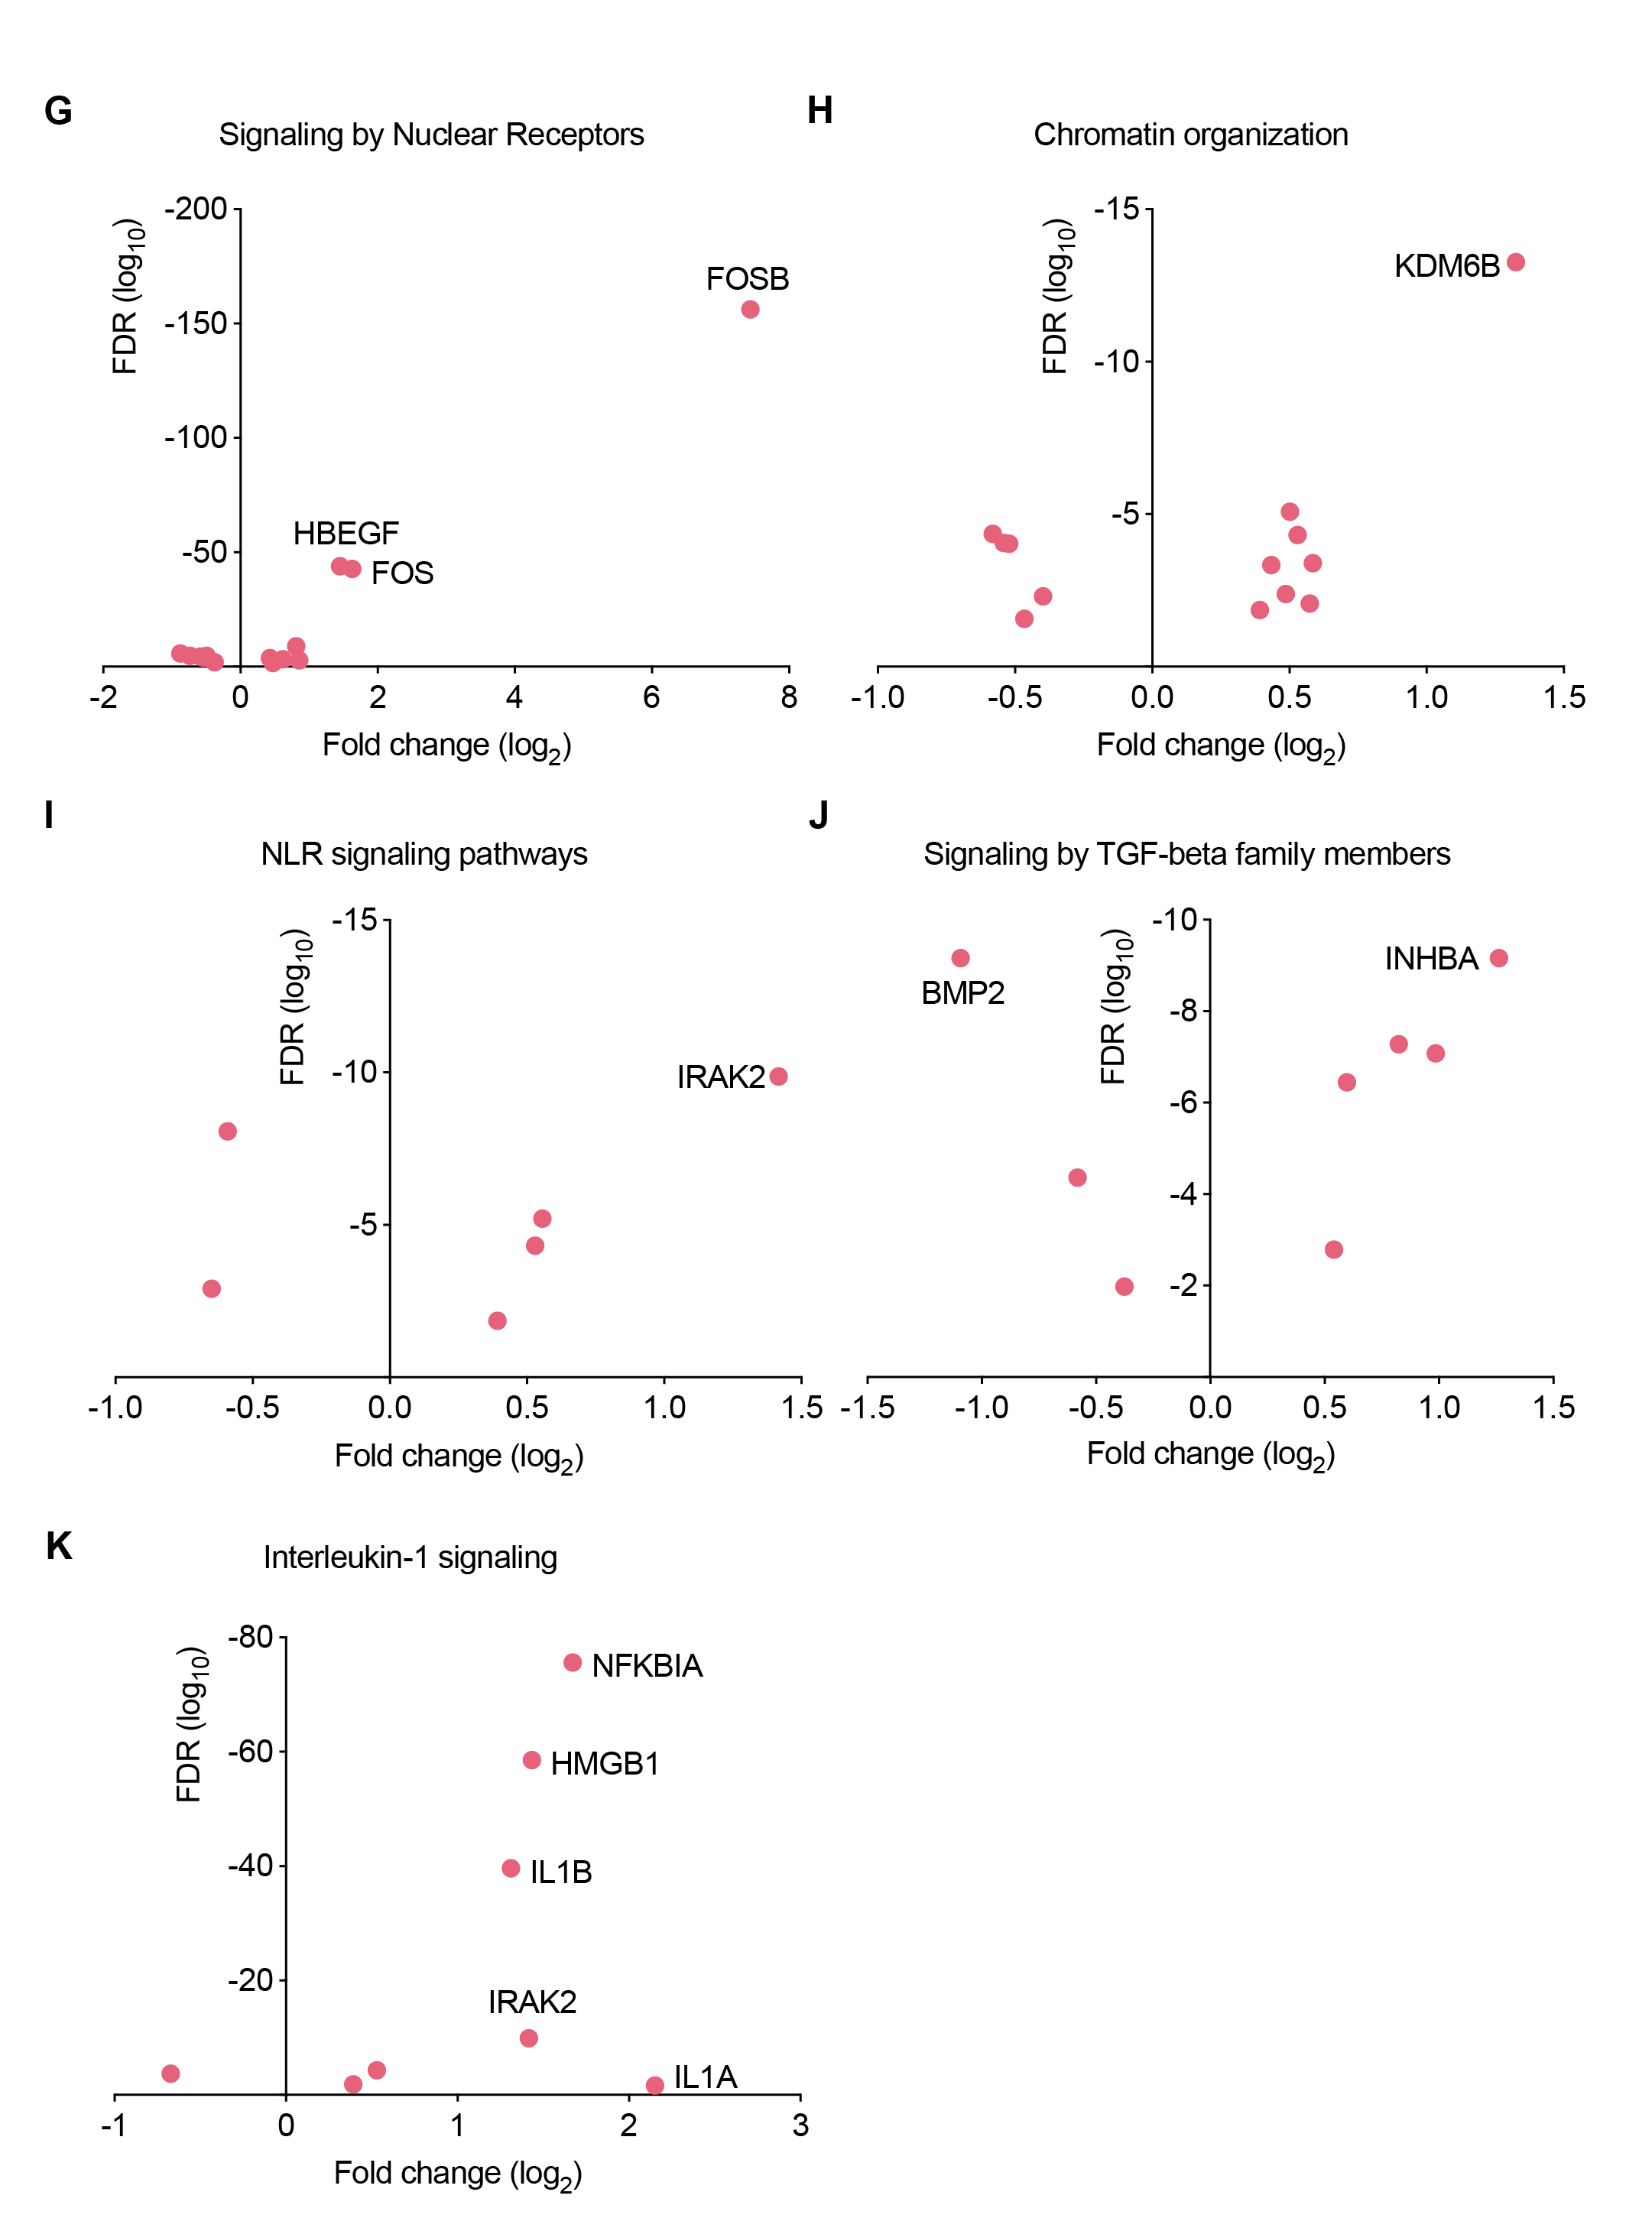

**Supplementary figure S4.** **Significantly enriched Reactome pathways and top differentially expressed genes (DEGs) induced by H2B-α1 peptide in THP-1 cells.**

**(A)**–**(K)** Top DEGs in each significant pathway. Transcriptome analysis was performed using THP-1 cells treated with H2B-α1 peptide or cit-H2B-α1 peptide for 3 h. Significantly enriched Reactome pathways (FDR < 0.05) were selected, and each pathway was shown with the DEGs with a fold change ≥ 2 or ≤ 0.5.

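With a fold change of at least 2 or at most 0.5 required beside the adjusted p-value, H2B-α1 peptide against control gave 216 DEGs, 118 higher and 98 lower. The H2B-α1 against cit-H2B-α1 comparison gave 147, 100 higher and 47 lower, and cit-H2B-α1 against control gave 3, all higher. The 3 comparisons together gave 254 DEGs. In the authors' deposited table, a p-value under 0.05 without adjustment and the same fold change were met by 418, 391 and 194 rows in the same order of comparisons. Of the DEGs without a minimum fold change, 1175, 612 and 68 also had a p-value under 0.05 in the authors' deposited table.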

**Supplementary movie 1.** **Histones induce cytotoxicity in synoviocytes and macrophages.** Time-course images of MH7A **(A)** and THP-1 **(B)** cells stained with Hoechst 33343 and SYTOX green obtained by a fluorescence microscope (Eclipse Ti2) after treatment with histones (100 μg/mL). Images were acquired every 3 minutes for 1.5 h.

How the deposited data were processed for this re-analysis (not part of the article)

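RNA from THP-1 cells was measured in 9 libraries, 3 from non-treated control cells, 3 from cells treated with H2B-α1 peptide and 3 from cells treated with cit-H2B-α1 peptide for 3 h. The authors counted aligned reads per gene and deposited these counts without normalization. They also deposited log2 values of normalized counts, fold changes as ratios of the group means of normalized values, and p-values that were not adjusted. Library, group and replicate were taken from the column names and the sample labels. Library totals ranged from 6760428 to 12711488 counts, and the common biological coefficient of variation was 0.148.

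All tests here used the raw counts. edgeR 4.0.16 in R 4.3.3 was run with upper-quartile normalization, its filter on low counts, robust quasi-likelihood fits and Benjamini-Hochberg adjustment, and each adjusted p-value of a gene comes from that quasi-likelihood test unless another is named. Of 25737 rows in the table, 13380 were tested, and 50 of these shared a symbol with another row and were kept apart. Standard errors were taken from the log2 fold change and the F statistic. All 9 libraries were fitted together. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives and for the camera and fry set tests. Principal components and distances used log2 CPM with a prior count of 2. Folds against a group with at most 3 counts in every library are given as lower bounds against 3 counts.

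The paper's methods name edgeR with a quantile normalization but no option, and its text names no test for DEGs. The statistics section names tests for group comparisons in general. Upper-quartile normalization was set as the main choice before the data were examined. The deposited normalized values were afterwards found closest to quantile-adjusted pseudo-counts with TMM factors, and an exact test with common dispersion and TMM was added as an alternative for that reason. Offsets for GC content, summing rows with the same symbol and clustering over all genes or with a replicate left out were also chosen after seeing the data. The other alternatives, listed at the same time as the main choice, were edgeR TMM, DESeq2's size factors, full quantile normalization, the DESeq2 Wald test, the edgeR exact test, limma-trend, 2 other filters on low counts, the replicate number as a block, each replicate left out in turn, the 6 libraries of 2 groups alone, a minimum fold change of 2 and an adjusted p-value under 0.01.

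The genes named are the 33 printed in the paper's figures and, for each comparison, the 5 DEGs with the largest rise and the 5 with the largest fall whose groups did not overlap and whose mean count was at least 10. Other genes are said to be chosen after their values were seen. Of 15 gene lists written beforehand, 14 were tested, since no member of the list of mitochondrially encoded genes was present. With H2B-α1 peptide, the lists of chemokine receptors (adjusted p = 0.724), metallothioneins and oxidative stress (adjusted p = 0.509) and histone genes (adjusted p = 0.912) were not called by camera.

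Gene positions and GC content came from the GENCODE annotation on GRCh37, the build that hg19 denotes. Of 24462 symbols, 22202 (90.8%) matched, 1337 of them by an older symbol. GC content was taken over the last 300 bases of a transcript and was known for 12841 of the 13380 genes (96.0%). The GC offsets remove each library's whole trend with GC content, including any part that the treatment caused.

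The tests were checked on simulated data with changes of at least 2-fold for H2B-α1, where a slope of 0.5 was recovered as 0.492. For the shared controls, 40 experiments, and 10 for each library left out, were simulated in which all 9 libraries were drawn again, controls included, and cit-H2B-α1 had the control means. These draws treat genes as independent, and the fitted means of H2B-α1 were taken as true, so that more DEGs were called in them than in the data. The pathway enrichment, the ELISA and the other cell experiments of the paper were not analysed here.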

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

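The tests on CCL4L2 and on the ribosomal proteins were set before their results were seen, and those on heat shock genes and NEAT1, and the matched random lists under other scalings, afterwards. Groups of 3 libraries are too small to test single libraries as outliers. The signals described here lie in genes that the paper does not discuss.

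With H2B-α1 peptide, NR4A1 was at least 37.7-fold higher than in control, with 68, 108 and 157 counts against 0 in every control and every cit-H2B-α1 library. C11orf96 had a log2 fold change of 7.86 against control, from 12, 0 and 0 counts to 937, 825 and 1032. Without control replicate 1, the only control library with a count, the fitted change was 12.87, which depends on the prior count. CTGF had a log2 fold change of 5.27, from 6, 1 and 4 counts to 120, 125 and 183. These 3 genes kept their side of the threshold in every alternative in which they were tested. No technical explanation was tested for them singly, and the removal of the GC trend left them past the threshold.

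CCL4L1 and CCL4L2, chosen after their values were seen, had log2 fold changes of 5.15 and 5.16 with H2B-α1 peptide, above that of CCL4. If their counts were reads of CCL4 assigned to them in a fixed share, the ratio of CCL4L2 to CCL4 would be the same in each group. The ratio was 2.24 ± 0.742 (SD, n = 3) in control and 4.42 ± 0.421 (SD, n = 3) with H2B-α1, a difference beyond its spread, which argues against a fixed share of CCL4 reads as the whole source of the counts in these 2 groups. With cit-H2B-α1 the ratio was 3.37 ± 0.526 (SD, n = 3), between the others, and its libraries (2.77 to 3.76) overlapped those of control (1.42 to 2.87). The ratio of CCL4L2 to CCL4L1 was 4.01 ± 0.0195 (SD, n = 3) with H2B-α1 and 3.82 ± 0.360 (SD, n = 3) with cit-H2B-α1, with the control mean between them. Whether this near-constant ratio came from reads shared between CCL4L1 and CCL4L2 or from common regulation was not tested. A rise of CCL4L2 with the peptide stays open as a biological explanation.

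Heat shock genes had a median log2 fold change of 0.39 with H2B-α1 peptide, 11 of 14 higher and 8 DEGs. Their median lay between 0.36 and 0.41 with TMM, DESeq2's size factors, full quantile normalization and GC offsets. After removal of the GC trend the list was still called (adjusted p = 2.5e-05), which argues against that trend as the whole source. Ribosomal proteins had a median log2 fold change of 0.19, 71 of 79 higher. Their median was 0.09 with full quantile normalization, with 58 of 79 higher. In 10000 random lists matched on expression and transcript length, the median was 0.12 (middle 95% from 0.08 to 0.17), against -0.02 over all genes, so that the larger part of the rise is shared by genes of like expression and length. The ribosomal proteins lay at the 99.9th percentile of these lists, and at the 97.7th with full quantile normalization, where the middle 95% also ended at 0.09. This argues against these properties as the whole source, by a narrow margin with full quantile normalization. With GC offsets the list was still called (adjusted p = 1.0e-15). It was called in 16 of 17 settings, among them fry (adjusted p = 0.00105). The setting that did not call it was camera with the correlation between genes estimated from the data. A common shift of these correlated genes between single libraries thus stays open.

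With cit-H2B-α1 peptide, LOC101928020 (log2 fold change 1.59), ZBTB10 (1.24), AFMID (0.94), NEAT1 (0.81) and DUSP1 (0.77) rose above control. ZBTB10 lost its call without control replicate 2 or cit-H2B-α1 replicate 2 (adjusted p up to 0.115). DUSP1 lost it without control replicate 1 or 2 or cit-H2B-α1 replicate 2 or 3 (adjusted p up to 0.292) and with the 6 libraries of the 2 groups alone. LOC101928020 lost it in those 6 libraries and without control replicate 1 or 2, H2B-α1 replicate 3 or any cit-H2B-α1 replicate (adjusted p up to 0.323). AFMID lost it in 12 alternatives, among them the fits without control replicate 2 (adjusted p = 0.318) and cit-H2B-α1 replicate 2 (adjusted p = 0.253). NEAT1 kept its call in every alternative run apart from the 2-fold minimum, which its change does not reach. Removal of the GC trend took the call of AFMID and left NEAT1 at a log2 fold change of 0.90. NEAT1 fell with H2B-α1 peptide, by 0.55 on the log2 scale (adjusted p = 0.000273), and with GC offsets by 0.40 (adjusted p = 0.0387). The GC trend is thus unlikely as the whole source of the opposite changes. The difference between the peptides was tested directly, with a log2 fold change of -1.37 (adjusted p = 4.7e-11). An effect of citrullination on NEAT1 is a hypothesis, since it was found and tested in the same libraries.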

How the results depend on the processing

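GC offsets, the exact test with common dispersion, summed symbols and the clusterings over all genes and with a replicate left out were chosen after seeing the data. With H2B-α1 against control, the 1330 DEGs became 1234 to 1595 across other normalizations, tests and filters, and an adjusted p-value under 0.01 left 633 and a 2-fold minimum 216. Across the 9 fits that each left out one replicate, the count ran from 688 (without H2B-α1 replicate 3) to 1508, with 746 without H2B-α1 replicate 2 and 800 without control replicate 2. Between the peptides, 652 became 335 and 147 under the stricter thresholds and 366 (without cit-H2B-α1 replicate 2) to 779 with a replicate left out, with 372 without H2B-α1 replicate 2, 407 without H2B-α1 replicate 3 and 416 without cit-H2B-α1 replicate 1. The union of 1527 became 699 and 254, and 811 (without H2B-α1 replicate 3) to 1764 with a replicate left out, with 840 without H2B-α1 replicate 2. A stricter threshold lowers counts by construction. Fits with fewer libraries gave both lower and higher counts, the highest without cit-H2B-α1 replicate 3 for these 3 results, and the cause was not tested.

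The count for cit-H2B-α1 against control moved most. It was 78, and 223 with the DESeq2 Wald test, 154 with the edgeR exact test, 269 without a filter on low counts and 369 with common dispersion and TMM. It was 39 with GC offsets, 3 with a 2-fold minimum and 8 at an adjusted p-value under 0.01. Without control replicates 1, 2 and 3 in turn it was 6, 3 and 279. It was 50 without H2B-α1 replicate 3, and 27, 8 and 40 without cit-H2B-α1 replicates 1, 2 and 3. The cause was not tested, apart from the GC trend, after whose removal 37 of the 78 DEGs (47.4%) stayed past the threshold. In the simulated counts, 8.46% of the calls of the DESeq2 Wald test and 9.80% of those of the edgeR exact test were false. With the main test 5.21% were.

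The 3 treatment groups returned by 3 clusters became 1 over all genes past the count filter, where the genes were not chosen for a difference, and stayed 3 with a replicate left out, where they again were. PC1 of 75.8% became 25.8% over all genes, 65.7% with unit variance and 79.7% on linear CPM, and 71.9% to 81.5% with a replicate left out. PC2 of 9.29% became 15.5%, 15.0% and 13.0%, and 7.53% to 15.0% (without control replicate 3). The distance ratio of 0.382 became 0.736 over all genes and 0.445 with at least 10 counts in every library, and 0.325 to 0.526 with a replicate left out. The slope of 0.213 became 0.352 over all genes and 0.194 to 0.409 (without control replicate 3) with a replicate left out, with 0.323 without control replicate 1. No unchanged group was simulated over all genes, so that the ratio and slope there cannot be set against noise and shared controls. The cause of these changes was not tested. The 3 gene lists called for cit-H2B-α1 against control became 0 with fry and 0 with an estimated correlation. With fry, chemokine receptors, interleukins and immediate early genes had an unadjusted p-value under 0.05. With an estimated correlation, 1 list had one. The lists called became 2 with full quantile normalization, and 1 (without cit-H2B-α1 replicate 3) to 5 (without cit-H2B-α1 replicate 1) with a replicate left out. Between 5 and 6 lists were called for H2B-α1 against control and 5 to 8 between the peptides in the settings run.

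Same-numbered libraries of different groups did not deviate together (r from -0.16 to 0.30 across genes, over 0.1 in 2 of 9 pairs), so that the numbers do not pair them. With the replicate number as a block, the DEGs were 1310, 102 and 625, their union 1501, the slope 0.215 and the gene lists 6, 3 and 6. With the block, CXCL8 (adjusted p = 0.00883) and IRAK2 (0.00973) were called against control, and CXCL8 (0.0105), CCL20 (0.0226), IRAK2 (0.0490) and BMP2 (0.0228) between the peptides. AFMID, TBC1D10B, LOC101929567 and PCBP2-OT1 each lost 1 call (0.0501 to 0.0685), and the block changed no other call of a named gene. Of 130 changes of named genes, 96 kept their side of the threshold in every alternative, 20 lost a call in at least 1, 14 gained one and 0 reversed. The 2-fold minimum and the adjusted p-value under 0.01 are not among these alternatives. The depth limits genes at or near 3 counts in a group, such as NR4A1, OSM and LIF, to lower bounds of their fold.

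The real groups gave the most DEGs. For each of the 3 comparisons, only the real one, 1 of the 10 splits of the 6 libraries, gave as many DEGs, and this design cannot give a smaller share. Other splits gave at most 1 for each peptide against control and 125 between the peptides. Of 100 splits of the 9 libraries into 3 groups, 1 gave as many DEGs as the real union, which was the real one, and the others at most 946.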

Differences from the paper's values

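Of 72 values compared with the paper's, 33 differed, and 0 of the 33 log2 fold changes read from Fig. 5E and Supplementary Figure S4 did. The values read by eye were entered after the main results existed, some of them on a later rereading of the figures. The paper's share of variance for PC2 is 14.5% and was 9.29% here. Among the alternatives set before the data were examined, all genes past the filter (15.5%), genes scaled to unit variance (15.0%), linear CPM (13.0%) and the fits without control replicate 1 (10.0%), control replicate 3 (15.0%), H2B-α1 replicate 1 (10.2%) or cit-H2B-α1 replicate 3 (9.74%) came within 1.5 times of the paper's share. A prior count of 0.5, TMM, full quantile normalization and the other fits without a replicate did not. PC1 was 25.8% over all genes, which are not the DEGs the paper used, and 65.7% with unit variance. Both lay below the paper's share of PC1, so that PC2 alone came close there. It was 79.7% with linear CPM, and 71.9% to 78.0% in the fits without a replicate that came within 1.5 times.

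For cit-H2B-α1 against control, the paper's number of DEGs is about 130 in Fig. 5C, read by eye, and 78 genes were called here. The edgeR exact test (154), at least 10 counts in every library (91), the replicate block (102) and the fit without H2B-α1 replicate 1 (98) came within 1.5 times, and the other alternatives set before the data were examined did not.

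The paper's −log10 FDR of H2B-α1 against control was above the value here for all 33 genes. It was more than 1.5 times the value here, the difference allowed, for all of them except IL1A and IL23A. In Fig. 5E, read by eye, the paper's value is about 200 for CCL4 (16.8 here), about 120 for CCL3L1 (15.6 here), about 86 for CXCL2 (12.1 here) and about 75 for CCL3 (13.6 here). Also in Fig. 5E, read by eye, it is about 56 for CCL20 (1.67 here), about 40 for CXCL8 (1.04 here), about 34 for CXCL3 (9.65 here) and about 15 for CXCL1 (5.67 here). In Supplementary Figure S4, read by eye, the paper's value is about 220 for NR4A2 (8.80 here), about 160 for FOSB (17.5 here), about 76 for NFKBIA (15.5 here), about 59 for HMGB1 (13.6 here) and about 55 for SOCS3 (9.98 here). For PTGS2 it is about 47 in Supplementary Figure S4, read by eye (10.6 here), for TNF about 45 (11.3 here), for HBEGF about 44 (11.5 here), for FOS about 43 (1.46 here) and for IL1B about 40 (12.9 here). For USP2 it is about 31 in Supplementary Figure S4, read by eye (9.87 here), for ETS2 about 20 (7.61 here), for HIC1 about 15 (4.91 here), for TWIST1 about 14 (5.07 here) and for OSM about 14 (4.97 here). For KDM6B it is about 13 in Supplementary Figure S4, read by eye (5.39 here), for BCL2L11 about 12 (5.77 here), for IRAK2 about 10 (1.16 here) and for DUSP4 about 10 (5.56 here). For TRAF1 it is about 9.3 in Supplementary Figure S4, read by eye (4.18 here), for INHBA about 9.2 (5.30 here), for BMP2 about 9.2 (2.24 here) and for LIF about 4.7 (2.46 here). No single change of log base brings these values together.

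Among the alternatives set before the data were examined, 3 removed most of these differences. Without a filter on low counts, the −log10 FDR of 28 of the 33 genes came within the difference allowed (189.9 for CCL4), with CCL20, CXCL8, FOS, IRAK2 and IL1B outside it. With the edgeR exact test 27 of 33 did (140.2 for CCL4), with CCL20, CXCL8, FOS, IRAK2, TWIST1 and BMP2 outside. With the DESeq2 Wald test, which gave an adjusted p for 31 of the genes and none for LIF and IL1A, 18 did (149 for CCL4), and those outside were CCL20, CXCL8, FOS, IRAK2, CXCL2, IL1B, TWIST1, NFKBIA, HMGB1, NR4A2, HIC1, FOSB and BMP2. The other normalizations, limma-trend, the filter of 10 counts in every library, the replicate block, the 6 libraries alone and the fits without a replicate brought at most 2 genes within it. None of the alternatives set before the data were examined closed the gap for CCL20, CXCL8, FOS and IRAK2. The exact test with common dispersion and TMM, chosen after seeing the values, brought 11 of the 33 within it, among them IRAK2 at 9.77.

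The paper shows CXCL8, IL1A and IRAK2 among the top DEGs, and none of the 3 passed an adjusted p-value of 0.05 here against control, where their unadjusted p-values were under 0.05. CXCL8 was called with the DESeq2 Wald test, the edgeR exact test, the replicate block, without H2B-α1 replicate 1 and without cit-H2B-α1 replicate 3. IRAK2 was called in the same settings and without a filter on low counts. IL1A was called with full quantile normalization, the edgeR exact test, no filter on low counts, without cit-H2B-α1 replicate 1 and with the 6 libraries of the 2 groups alone. The exact test with common dispersion and TMM, chosen after seeing the values, called all 3. The paper names CCL4 and CXCL2 among the DEGs with the highest fold change. They ranked 15 and 13 by rise among the 13380 genes here, which does not differ from that wording. Ranked above CCL4 were CCL4L1 (10) and CCL4L2 (9), which share 3′ sequence with it. Genes with at most 3 counts in every control library, such as NR4A1 and IL33, also had larger fitted rises. The paper names the NLR signaling pathway among those changed, and the list of NLR family genes was not called here (adjusted p = 0.594, camera). That list holds the receptors and not the genes they induce.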

Other observations

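The tests on the GC trend in the DEGs and on the shared controls were set before their results were seen, and those on depth, on separate controls, on shared controls with a library left out and on interferon-stimulated genes afterwards.

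The fewer DEGs of cit-H2B-α1 peptide followed GC content. The median GC content of the last 300 bases was 56% among the genes that fell and 40.0% among those that rose, against 39.7% over all genes. With GC offsets, 47.4% of the 78 DEGs stayed past the threshold, 21 of 37 higher and 16 of 41 lower. A trend with GC content between the libraries is consistent with this and is a candidate explanation for part of the calls. For H2B-α1 against control, the genes that fell also had a higher GC content (48.0%) than those that rose (37.3%), but 82.3% of its DEGs stayed past the threshold, which argues against the trend as the whole source there. Whether the treatment itself caused part of the trend was not tested. The largest falls with cit-H2B-α1 among DEGs with separated groups were AP1S1, which fell by 0.97 on the log2 scale (adjusted p = 0.0133), STXBP2, which fell by 0.96 (adjusted p = 0.0263), TBC1D10B, which fell by 0.91 (adjusted p = 0.0499), MFSD12, which fell by 0.84 (adjusted p = 0.0454), and SGSM3, which fell by 0.84 (adjusted p = 0.0336). With GC offsets AP1S1 kept its call and the other 4 lost it (adjusted p from 0.0635 to 0.167). All 5 lost it without control replicate 1 (0.129 to 0.191), control replicate 2 (0.310 to 0.342) or cit-H2B-α1 replicate 2 (0.0945 to 0.183), all but AP1S1 without cit-H2B-α1 replicate 3 (up to 0.131) and all but STXBP2 without cit-H2B-α1 replicate 1 (up to 0.194). TBC1D10B lost it in 15 alternatives and MFSD12 in 10.

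The changes with cit-H2B-α1 ran parallel to those with H2B-α1, and the shared control libraries might produce this by chance. The highest slope among simulated unchanged groups was 0.120 against 0.213 in the data. With each library left out in turn, the slope lay above those of 10 simulated experiments in all 9 fits. The simulation treats genes as independent, which libraries with a common trend are not. The control libraries were therefore also divided, so that no control library was used for both peptides, and 1330 genes with a mean count over 100 were chosen by H2B-α1 against its own controls. In the 6 divisions the slope lay between 0.0858 and 0.169, above 0 in each, and 59.4% to 70.0% of the genes changed in the same direction. Shared controls are thus unlikely to be the whole source of the parallel changes, and a weak response to the citrullinated peptide is a hypothesis.

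Deviations of H2B-α1 replicate 1 and cit-H2B-α1 replicate 3 from their group means were opposite across 8317 genes with a mean count over 100 (r = -0.43; genes are not independent replicates). These libraries were picked because they differed. After removal of the GC trend r was -0.38, which argues against that trend as the whole source. The total count of H2B-α1 replicate 1 ranked 6 of 9 from the lowest, and that of cit-H2B-α1 replicate 3 was the lowest of the 9 (6760428). Depth stays open for the latter, since single libraries are compared. No biological explanation was tested.

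C1QTNF3, chosen after its values were seen, had 0 counts in the 3 control libraries, 13, 10 and 12 with H2B-α1 and 15, 19 and 11 with cit-H2B-α1. It was at least 4.01-fold higher with H2B-α1 (adjusted p = 0.00286) and at least 5.26-fold higher with cit-H2B-α1 (adjusted p = 0.0214). IL33, chosen in the same way, had 0 counts in control, 22, 19 and 15 with H2B-α1 (at least 6.48-fold higher) and 4, 4 and 4 with cit-H2B-α1. No explanation was tested for these genes of few counts.

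Between the peptides, the largest rises with H2B-α1 among DEGs with separated groups were those of NR4A1 (at least 34.0-fold higher), C11orf96 (log2 fold change 7.71), NR4A2, FOSB and LIF. The largest falls were those of GPR82, which fell by 2.71 on the log2 scale (adjusted p = 0.00786), PCBP2-OT1, which fell by 2.45 (adjusted p = 0.0479), WNT6, which fell by 2.07 (adjusted p = 0.00692), LINC00599, which fell by 2.06 (adjusted p = 4.0e-09), and KCNMA1, which fell by 2.01 (adjusted p = 0.00169). PCBP2-OT1 lost its call without any one of the 9 libraries (adjusted p up to 0.246) and with TMM, DESeq2's size factors and limma-trend. WNT6 lost it without H2B-α1 replicate 2 (adjusted p = 0.0526), and GPR82, LINC00599 and KCNMA1 kept theirs in the alternatives in which they were tested. No explanation was tested for these changes.

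Interferon-stimulated genes did not rise with H2B-α1 peptide (camera, adjusted p = 0.365, 3 of 19 higher). Lipopolysaccharide carried with a peptide might raise the same chemokines, and it also acts through interferon. An effect of carried lipopolysaccharide and an effect of the peptide itself cannot be told apart from this list, because no library treated with lipopolysaccharide shows how far these genes rise in these cells at 3 h.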
